# Endogenous retroviral insertions drive non-canonical imprinting in extra-embryonic tissues

**DOI:** 10.1186/s13059-019-1833-x

**Published:** 2019-10-29

**Authors:** Courtney W. Hanna, Raquel Pérez-Palacios, Lenka Gahurova, Michael Schubert, Felix Krueger, Laura Biggins, Simon Andrews, Maria Colomé-Tatché, Deborah Bourc’his, Wendy Dean, Gavin Kelsey

**Keywords:** Genomic imprinting, Histone modifications, Extra-embryonic, Development, Embryo, H3K27me3, Non-canonical imprinting, Long terminal repeats (LTRs), Placenta, Endogenous retroviruses (ERVs)

## Abstract

**Background:**

Genomic imprinting is an epigenetic phenomenon that allows a subset of genes to be expressed mono-allelically based on the parent of origin and is typically regulated by differential DNA methylation inherited from gametes. Imprinting is pervasive in murine extra-embryonic lineages, and uniquely, the imprinting of several genes has been found to be conferred non-canonically through maternally inherited repressive histone modification H3K27me3. However, the underlying regulatory mechanisms of non-canonical imprinting in post-implantation development remain unexplored.

**Results:**

We identify imprinted regions in post-implantation epiblast and extra-embryonic ectoderm (ExE) by assaying allelic histone modifications (H3K4me3, H3K36me3, H3K27me3), gene expression, and DNA methylation in reciprocal C57BL/6 and CAST hybrid embryos. We distinguish loci with DNA methylation-dependent (canonical) and independent (non-canonical) imprinting by assaying hybrid embryos with ablated maternally inherited DNA methylation. We find that non-canonical imprints are localized to endogenous retrovirus-K (ERVK) long terminal repeats (LTRs), which act as imprinted promoters specifically in extra-embryonic lineages. Transcribed ERVK LTRs are CpG-rich and located in close proximity to gene promoters, and imprinting status is determined by their epigenetic patterning in the oocyte. Finally, we show that oocyte-derived H3K27me3 associated with non-canonical imprints is not maintained beyond pre-implantation development at these elements and is replaced by secondary imprinted DNA methylation on the maternal allele in post-implantation ExE, while being completely silenced by bi-allelic DNA methylation in the epiblast.

**Conclusions:**

This study reveals distinct epigenetic mechanisms regulating non-canonical imprinted gene expression between embryonic and extra-embryonic development and identifies an integral role for ERVK LTR repetitive elements.

## Background

The genetic contributions from both the sperm and oocyte are essential for successful development in mammals. Thirty-five years ago, seminal embryo manipulation experiments in mice showed that embryos with either two maternal or two paternal genomes die early in gestation [1, 2], and it was postulated that the parental genomes were somehow differentially imprinted during gametogenesis. Shortly thereafter, three genes, *Igf2r*, *H19*, and *Igf2*, were identified to be expressed mono-allelically based on the parent of origin, revealing the first examples of “genomic imprinting” [3–5]. Importantly, the regulation of imprinted mono-allelic expression was found to be due to the asymmetric deposition of an epigenetic mark, DNA methylation, in gametes [6, 7].

The study of imprinted genes has been integral to our understanding of epigenetic regulation of gene expression and has revealed the capacity for intergenerational transmission of epigenetic instructions from gametes to a newly formed embryo. Imprinting classically depends on locus-specific differences in DNA methylation established in the gametes [8, 9], with the vast majority of germ line differentially methylated regions (gDMRs) being established on maternal alleles during oogenesis [10]. Upon fertilization, despite the widespread epigenetic reprogramming, which includes the erasure of DNA methylation, reallocation of histone modification patterns, and dynamic chromatin remodeling [11], imprinted gDMRs are protected from these reprogramming events. In the post-implantation embryo, as there is re-acquisition of genomic DNA methylation, gDMRs maintain their inherited mono-allelic status through the protection of the unmethylated allele [12].

Imprinted genes are essential for the regulation of mammalian development, placentation, and fetal growth. It has been proposed that imprinting arose as a consequence of the conflict between the paternal and maternal genomes within the conceptus in placental mammals to increase or restrict demand for maternal resources, respectively [13]. The barrier between the mother and fetus, the extra-embryonic tissues, perhaps unsurprisingly, has more expressed imprinted genes than most other tissues [14, 15]. Furthermore, several observations suggest that imprinted gene regulation in extra-embryonic tissues may be dependent on a unique combination of multiple epigenetic layers, utilizing differential DNA methylation together with or in addition to histone modifications and long non-coding RNAs (lncRNAs) [16, 17].

Histone modifications H3K27me3 and H3K9me2/3 have been associated with placental-specific imprinting of distal genes in the *Kcnq1/Kcnq1ot1* and *Igf2r/Airn* clusters; however, this distal mono-allelic silencing is mediated by a non-coding RNA that is regulated by a canonical gDMR [16, 18]. Intriguingly, a number of isolated placental-specific imprinted genes (e.g., *Sfmbt2*, *Zfp64*, *Phf17*, *Smoc1*, *Pde10a*) appear to have no associated gDMRs, suggesting they may be solely regulated by histone modifications [15, 19, 20]. Indeed, a recent study found that maternally deposited H3K27me3 can confer imprinted gene expression. However, this “non-canonical” imprinting appears to be predominantly transient in the early embryo, and the key mechanisms that maintain this form of imprinting are still unknown [21]. Notably, for the few genes with persistent mono-allelic expression in later development, mono-allelic expression becomes restricted to extra-embryonic lineages, suggesting that extra-embryonic tissues may be uniquely permissive for this additional form of imprinted gene regulation. Importantly, it remains to be shown whether (1) histone modifications have a unique allelic patterning in extra-embryonic tissues conferring imprinted gene expression and (2) non-canonical imprinting is truly independent of maternally inherited gDMRs.

## Results

### Study design

To evaluate the allelic regulation of gene expression in the embryo, we assessed the epigenetic modifications in C57BL6/Babr and CAST/EiJ reciprocal hybrid (denoted as B6/CAST and CAST/B6, in which by convention, the maternal strain is indicated first) embryonic day (E) 6.5 epiblast and extra-embryonic ectoderm (ExE). 

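DNA methylation at E6.5 was measured by PBAT, a whole-genome bisulphite method for small inputs in which adaptors are added after the bisulphite treatment. Each library came from part of the chromatin of a pool of 4 epiblasts or of 8 to 9 ExE. There were 3 epiblast and 2 ExE libraries of B6/CAST, and the same numbers of CAST/B6. The authors aligned the reads with Bismark to the GRCm38 genome in which the SNPs between the strains were masked. They deposited 1 value per library and window of 100 CpGs, in percent methylation, without separating the alleles. The table holds 333984 windows with a median length of 6192 bp. The table holds no number of reads behind each window, so that the depth of a single value is unknown and no interval for it is given. In Table S1 the paper lists 8621963 to 16903398 uniquely mapped reads per wild-type epiblast library and 8749192 to 23529608 per wild-type ExE library. The labels number the 3 B6/CAST epiblast libraries differently from Table S1, so that 1 of them was assigned to its group but not to a replicate number. The names of 5 columns also carry a mark of a second import that the paper's text does not explain. The deposited percentages were used without rescaling, on autosomal windows with a value in every sample of a comparison. Sample means were compared with two-sided exact permutation tests. Single windows were tested with limma, with the cross as a covariate and Benjamini-Hochberg adjustment.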

We assayed H3K4me3, H3K36me3, and H3K27me3 using ultra low-input ChIP-seq and DNA methylation using post-bisulphite adaptor tagging (PBAT), as previously described [22], from a pool of ~ 2500 cells of either epiblast or ExE (Fig. 1a, b; Additional file 1: Figure S1 and S2). We additionally profiled these epigenetic marks in E6.5 hybrid embryos derived from B6 females with a double conditional knockout for *Dnmt3a* and *Dnmt3b* in oocytes, driven by Zp3-cre, crossed to CAST males (denoted matDKO/CAST) (Additional file 1: Figure S1 and S2). Consequently, these matDKO/CAST embryos will inherit no maternal DNA methylation [9] but are able to sufficiently establish DNA methylation post-fertilization [23]. 

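DNA methylation of matDKO/CAST embryos at E6.5 was measured by the same method in 2 epiblast libraries, each from a pool of 4 embryos, and 3 ExE libraries, each from a pool of 7 to 8. The paper lists 6487064 to 9470097 uniquely mapped reads per matDKO/CAST epiblast library and 8460855 to 16925751 per ExE library. Reads of these embryos were aligned in additional steps, because the knockout females carried alleles of a further strain. Whether the deposited percentages include these steps is not known. The wild-type group pooled B6/CAST and CAST/B6. Over 192419 windows, mean methylation in the epiblast was 53.1% ± 1.23 (SD, n = 2) in matDKO/CAST, 69.8% ± 4.48 (SD, n = 3) in B6/CAST and 78.2% ± 0.429 (SD, n = 3) in CAST/B6, which puts matDKO/CAST at -20.9 percentage points from the wild type. In ExE it was 39.6% ± 1.28 (SD, n = 3) in matDKO/CAST and 58.0% ± 6.96 (SD, n = 4) in wild type over 254322 windows. In both tissues every matDKO/CAST sample lay below every wild-type sample. The two-sided exact permutation test gave p = 0.0714 in the epiblast and p = 0.0571 in ExE, which are the smallest values these numbers of samples allow. Among the alternatives other than a replicate block, taking B6/CAST alone as the wild type moved the values most, to a difference of -16.7 percentage points in the epiblast and -12.4 in ExE. From the knockout of both methyltransferases in the oocyte, the paper reasons that the embryos start without maternal DNA methylation. It cites earlier work for this and for their ability to establish methylation after fertilization.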

Allelic gene expression was evaluated in E7.5 epiblast and ExE of all hybrid crosses (Fig. 1a, b; Additional file 1: Figure S3). Details of biological replicates and datasets generated for this study are summarized in Additional file 2: Table S1.

**Fig. 1:**
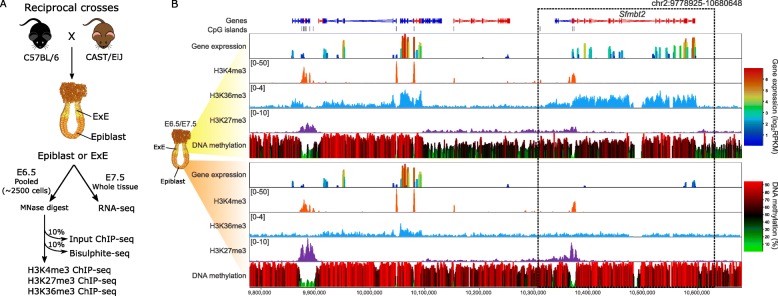
Experimental design and data evaluation. **a** Schematic of experimental design demonstrating the collection of reciprocal hybrid post-implantation embryos for ultra low-input ChIP-seq, bisulphite-seq, and RNA-seq. Two replicates of H3K4me3, H3K27me3, and H3K36me3 ChIP-seq were each done using a pool of either E6.5 epiblasts (*N* = 4) or ExE (*N* = 8), approximating an input of ~ 2500 cells. Two 10% inputs were taken from each pool of embryos, one for a ChIP-seq input control and the other for low-coverage bisulphite-seq. RNA-seq was done on matched single E7.5 epiblast (*N* = 3) and ExE (*N* = 3). **b** Screenshot of E7.5 gene expression; E6.5 H3K4me3, H3K36me3, and H3K27me3; and E6.5 DNA methylation for B6/CAST epiblast and ExE. H3K4me3 is enriched at gene promoters, H3K36me3 along gene bodies of expressed genes, and H3K27me3 at transcriptionally silent promoters. The epiblast is highly methylated with exception of promoters, while ExE shows the expected lower global levels of DNA methylation. The box highlights the *Sfmbt2* gene, which shows tissue-specific expression in ExE. ChIP-seq enrichment (RPKM) is shown for 1-kb running windows, with a 100-bp step (scales in square brackets), while gene expression and DNA methylation are shown using 2-kb running windows, with a 500-bp step

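Over the 250886 autosomal windows measured in all 10 wild-type samples, mean methylation at E6.5 was 74.9% ± 5.64 (SD, n = 6) in the epiblast and 58.4% ± 7.03 (SD, n = 4) in ExE. With the crosses pooled, the difference was 16.5 percentage points (two-sided exact permutation test, p = 0.0190). It was 18.1 points within B6/CAST, with 70.6% ± 4.69 (SD, n = 3) in the epiblast and 52.4% ± 0.0449 (SD, n = 2) in ExE. Within CAST/B6 it was 14.8 points, with 79.3% ± 0.544 (SD, n = 3) and 64.5% ± 1.70 (SD, n = 2). Within each cross every epiblast sample lay above every ExE sample. Across the crosses the tissues overlapped, with 65.6% in B6/CAST epiblast replicate 1 and 65.7% in CAST/B6 ExE replicate 1. Of the alternatives, weighting windows by their length moved the difference most, to 20.5 points (exact permutation test, p = 0.00952). In limma, 151238 windows had an adjusted p under 0.05, of which 149574 were more methylated in the epiblast and 1664 in ExE. With a difference of at least 20 points required as well, 96842 windows passed. Promoters were examined as windows that hold the annotated start of a protein-coding gene, 1 start per gene, a comparison added after the data had been seen. Windows that hold only starts of other genes or alternative starts count as other windows. In the epiblast these 8374 windows had a mean of 47.2% ± 4.34 (SD, n = 6), against 76.3% ± 5.46 (SD, n = 6) in the 158933 other windows. In ExE the means were 36.1% ± 5.00 (SD, n = 4) and 60.5% ± 6.78 (SD, n = 4). A share of 28.7% of the windows with a start had less than 20% methylation in the epiblast, against 3.94% of the others. The 2410 windows with a start that were shorter than 2 kb had a mean of 8.30% ± 0.916 (SD, n = 6) in the epiblast. Of these, 87.6% had less than 20%. In ExE their mean was 7.97% ± 0.767 (SD, n = 4). Short windows without a start were not examined, so that for these windows the start cannot be told apart from the high density of CpGs. From the tracks of Fig. 1b the paper states that methylation in the epiblast is high outside promoters and that its global level in ExE is lower.

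**Figure D1:**
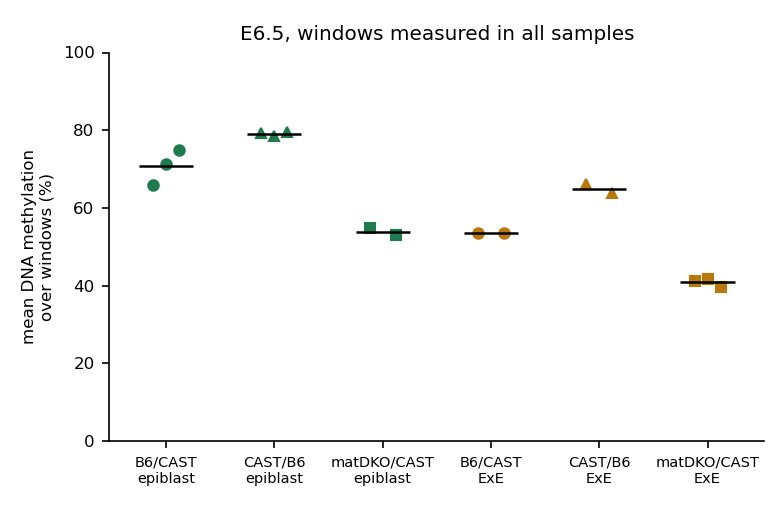
Mean DNA methylation of each E6.5 sample in percent, over the 167307 autosomal windows measured in all 15 samples. Circles are B6/CAST, triangles CAST/B6 and squares matDKO/CAST samples, green for epiblast and brown for ExE, and lines are group means. The matDKO/CAST samples lie below the wild-type samples of their tissue, between 53.1% and 54.7% in the epiblast and between 39.6% and 41.8% in ExE.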

### Imprinted H3K4me3 is associated with imprinted gene expression

To identify imprinted domains in E6.5 embryos, we called H3K4me3 peaks on autosomes in the epiblast (*N* = 33,329) and ExE (*N* = 40,468) of B6/CAST and CAST/B6 embryos. H3K4me3 peaks with a minimum of 20 strain-specific SNP-spanning reads in at least 1 replicate of epiblast (*N* = 15,407) and ExE (*N* = 15,976) were evaluated for allelic bias using EdgeR (*p* < 0.05, corrected for multiple comparisons). A consensus set of allelic H3K4me3 peaks was identified for epiblast (*N* = 329) and ExE (*N* = 913), as those that were significant in both B6/CAST and CAST/B6 crosses (Fig. 2a; Additional file 1: Figure S4). The vast majority of allelic H3K4me3 peaks demonstrated strain-specific inheritance patterns (92%), with the remaining 8% of peaks showing parent-of-origin (imprinted) inheritance. In total, we identified 69 imprinted H3K4me3 peaks in ExE and 29 in the epiblast (Fig. 2a; Additional file 1: Figure S4; Additional file 2: Tables S2 and S3). The majority (72.4%) of imprinted H3K4me3 peaks were located at an annotated gene promoter(s), and the remaining were assigned to the nearest gene within 10 kb, where applicable (Additional file 2: Tables S2 and S3). When compared to a list of known (and putative) imprinted genes (Additional file 2: Table S4), known imprinted genes comprised 77.8% and 96.2% of genes associated with an imprinted H3K4me3 peak in ExE and epiblast, respectively.

**Fig. 2:**
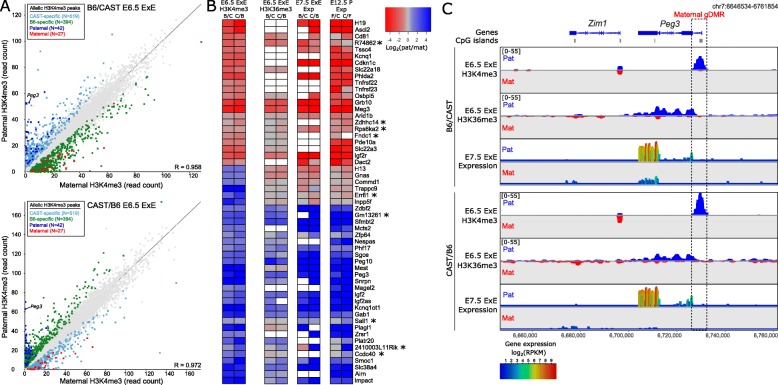
Imprinted H3K4me3 peaks are associated with imprinted gene expression in ExE. **a** Scatter plots of allelic H3K4me3 enrichment at autosomal H3K4me3 peaks (*N* = 15,976) in B6/CAST E6.5 ExE (top) and CAST/B6 E6.5 ExE (bottom). Peaks with allelically biased H3K4me3 were identified using EdgeR statistic (*p* < 0.05, corrected for multiple comparisons). Significant peaks were then classified into strain-specific allelic H3K4me3 if their allelic enrichment switched in the reciprocal cross, denoted as B6-specific (green) and CAST-specific (turquoise). Significant peaks were identified as imprinted if the allelic enrichment was consistent between reciprocal crosses, denoted as paternal (blue) or maternal (red). Enrichment is quantitated as read count normalized to library size, correcting for peak length. **b** Heatmap showing allelic bias (log_2_(pat/mat)) for E6.5 ExE H3K4me3 at H3K4me3 peaks identified in E6.5 ExE. Allelic bias (log_2_(pat/mat)) for E6.5 ExE H3K36me3, E7.5 ExE gene expression, and E12.5 placenta (P) gene expression is shown for associated nearby genes (Additional file 2: Table S2). Reciprocal hybrids are denoted as B/C (B6/CAST), C/B (CAST/B6), F/C (FvB/CAST), and C/F (CAST/FvB). White boxes indicate where there was insufficient data (ChIP-seq < 20 SNP-spanning reads in all replicates, RNA-seq < 5 SNP-spanning reads in all replicates). ChIP-seq data was quantitated is as in **a**, RNA-seq data was quantitated as read count over exons. H3K4me3 peaks were excluded if there was no gene within 10 kb or the associated gene was uninformative in all datasets. H3K4me3 peaks overlapping more than one gene promoter are duplicated in the H3K4me3 column. Novel imprinted genes are marked with an asterisk. **c** Screenshot of allelic enrichment for H3K4me3 and H3K36me3 in E6.5 ExE and gene expression in E7.5 ExE for B6/CAST and CAST/B6 at the known imprinted gene *Peg3*. Box indicates the location of the maternal gDMR. ChIP-seq data is quantitated using enrichment normalized RPKM for autosomal 1-kb running windows with a 100-bp step (scales in square brackets); paternal (blue) and maternal (red) enrichments are shown on mirrored axes. Gene expression is quantitated as log_2_(RPKM) for 500-bp running windows with a 50-bp step

We then evaluated whether imprinted H3K4me3 was associated with allele-specific gene expression, using the EdgeR statistical approach to identify genes with allelic bias for H3K36me3 in E6.5 epiblast and ExE, and gene expression in E7.5 epiblast, E7.5 ExE, and E12.5 placenta [15] (Fig. 2b; Additional file 1: Figure S4). In epiblast, 85.2% (23/27) of informative genes associated with an imprinted H3K4me3 peak (Additional file 1: Figure S4) showed a significant allelic bias in at least one dataset (Additional file 2: Table S3). In ExE, 94.4% (51/54) of informative genes associated with an imprinted H3K4me3 peak (Fig. 2b) showed a significant allelic bias in at least one dataset (Additional file 2: Table S2). Thus, imprinted H3K4me3 peaks are strongly predictive of mono-allelic H3K36me3 and gene expression of the nearest genes, as demonstrated by the *Peg3* gene (Fig. 2c; Additional file 1: Figure S4).

### Non-canonical vs. canonical imprinted gene regulation

To determine which imprinted loci are dependent on maternally inherited gDMRs, we evaluated allelic H3K4me3 in post-implantation matDKO/CAST embryos. Using the EdgeR statistical approach described for the reciprocal hybrids, we identified H3K4me3 peaks that lost allelic bias in the matDKO/CAST (canonical maternal imprints) and those that remained imprinted (non-canonical imprints and canonical paternal imprints) (Fig. 3a; Additional file 1: Figure S5). In epiblast, there were only 5 imprinted H3K4me3 peaks present in the matDKO/CAST (*H19*, IG-DMR, *Meg3*, *Slc38a4*, and *Gab1*); the former 3 are regulated by paternal gDMRs, thus leaving 2 that could be classified as non-canonical (Additional file 2: Table S3). In ExE, we identified 3 H3K4me3 peaks associated with known paternal gDMRs (*H19*, *Igf2*, and *Meg3*), 17 that we classified as non-canonical (including all 4 previously reported non-canonical imprinted genes [21]), with a remaining 49 canonical maternally regulated imprinted H3K4me3 peaks that were lost in matDKO/CAST (Fig. 3a; Additional file 2: Table S2). These data support previous reports that non-canonical imprinting is largely restricted to the extra-embryonic lineage [21].

**Fig. 3:**
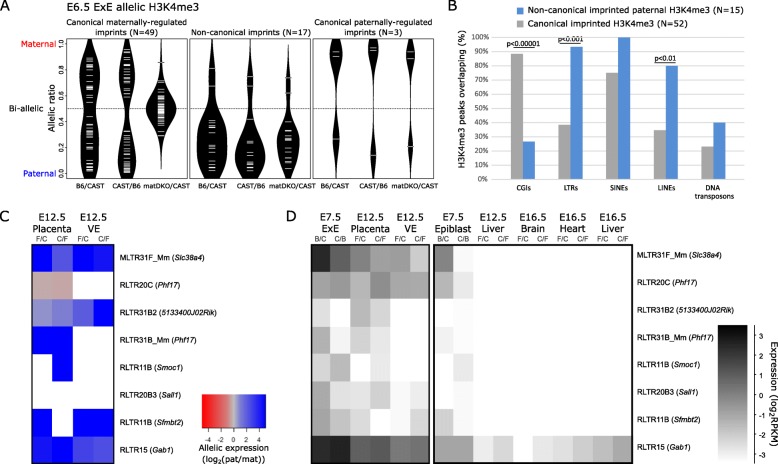
Non-canonical imprinted H3K4me3 in ExE demarcates imprinted ERVK LTR elements with extra-embryonic-specific imprinted expression. **a** Allelic ratio for H3K4me3 at canonical maternally regulated imprinted H3K4me3 peaks (*N* = 49) canonical paternally regulated imprinted H3K4me3 peaks (*N* = 3), and non-canonical imprinted H3K4me3 peaks (*N* = 17) in B6/CAST, CAST/B6, and matDKO/CAST E6.5 ExE. Informative H3K4me3 peaks were quantitated using read counts corrected for library size, and relative allelic ratios were calculated (allelic ratio = mat/(mat + pat)). **b** The percentage of non-canonical imprinted H3K4me3 peaks with paternal allelic bias (*N* = 15) and canonical imprinted H3K4me3 peaks (*N* = 52) that were overlapping each category of genomic feature, including CpG islands (CGIs) and classes of repetitive elements. Each pair-wise comparison was done using chi-square statistic, with a significance threshold adjusted for multiple comparisons using Bonferroni correction. **c** Allelic expression of transcribed ERVK LTRs within a non-canonical imprinted paternal H3K4me3 peak (*N* = 8, Additional file 2: Table S5) is shown in extra-embryonic tissues at E12.5 (placenta and visceral endoderm (VE)). Reciprocal hybrids are denoted as F/C (FvB/CAST) and C/F (CAST/FvB). White boxes indicate where there was insufficient data (< 5 SNP-spanning reads in all replicates). **d** Heatmap showing expression levels across extra-embryonic and embryonic tissues of transcriptionally active ERVK LTR elements within a non-canonical imprinted paternal H3K4me3 peak (*N* = 8). The nearest gene is denoted in brackets next to the ERVK LTR identifier

Two non-canonical imprinted H3K4me3 peaks identified in ExE were on the maternal alleles (*Pde10a* and *Cd81*) and were localized at the large *Igf2r/Airn* and *Kcnq1/Kcnq1ot1* imprinted clusters, and thus have distinct regulatory mechanisms to non-canonical H3K4me3 peaks on paternal alleles [15]. Thus, all subsequent analyses have been done on the 15 non-canonical imprinted paternal H3K4me3 peaks identified in ExE.

### Non-canonical imprinted H3K4me3 peaks localize to endogenous retroviral LTRs

We evaluated whether canonical and non-canonical imprints in ExE are enriched for similar genomic features. While canonical imprinted H3K4me3 peaks were strongly enriched for CGIs (88%), non-canonical imprinted H3K4me3 peaks were enriched for regulatory sequences of repetitive elements, the most significant of which was the long terminal repeats (LTRs) of endogenous retroviral (ERV) (93%) (Fig. 3b), specifically endogenous retrovirus-K (ERVKs) (Additional file 1: Figure S5).

As ERV LTRs have been implicated in regulating tissue-specific gene expression [24], we identified those ERVK LTRs within non-canonical imprinted H3K4me3 peaks that were transcription initiation sites in extra-embryonic tissues (*N* = 8 out of 28) (Additional file 1: Figure S5; Additional file 2: Table S5). Similar to the genes associated with non-canonical imprinted H3K4me3 peaks (Fig. 2b) [21], ERVK LTR promoters underlying imprinted paternal H3K4me3 peaks showed predominantly imprinted paternal expression in E12.5 FvB x CAST hybrid placenta and visceral endoderm [15] (Fig. 3c). Similarly, using publically available RNA-seq data [15], we observed they were also expressed specifically in extra-embryonic lineages during post-implantation development (Fig. 3d).

### Genomic and epigenetic features associated with non-canonically imprinted ERVK LTRs

We then sought to determine (1) whether sequence or genomic features underlie the tissue specificity of extra-embryonic ERVK LTR promoters and (2) why a subset is non-canonically imprinted. To evaluate these questions, we identified all ERVK LTRs that fell within ExE H3K4me3 peaks that were active promoters in extra-embryonic tissues (*N* = 40), which included the 8 non-canonical imprinted ERVK LTRs and 32 ERVK LTRs without imprinted expression (Additional file 2: Table S6). Using these 40 extra-embryonic ERVK LTR promoters, we assessed the sequence composition, sequence motifs, proximity to genes and promoters, ERVK LTR classes, and LTR length.

In contrast to ERVK LTRs genome-wide, we found that extra-embryonic ERVK LTR promoters had relatively high CpG content (Fig. 4a) and were more likely to be in close proximity and on the same strand as an annotated transcription start site (TSS) (Fig. 4b). Similar to the majority of ERVK LTRs in the genome, extra-embryonic ERVK LTR promoters were mostly solo LTR elements (417 ± 19 bp) (Additional file 1: Figure S6), which had lost their associated retroviral genes [24]. Solo LTRs that act as enhancers in extra-embryonic tissues have been reported to be enriched in transcription factor motifs ELF5, EOMES, and CDX2 [25]; however, we did not identify motifs that were enriched among extra-embryonic ERVK LTR promoters using an unbiased approach. Furthermore, we did not find significant enrichment specifically for ELF5, EOMES, or CDX2 motifs.

**Fig. 4:**
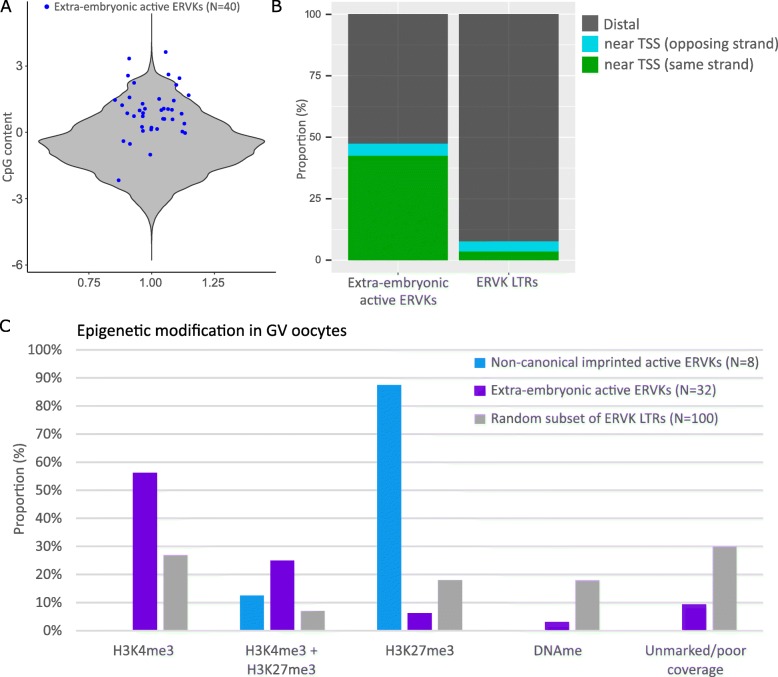
Genomic features and epigenetic patterning in the maternal oocyte are associated with ERVK LTR expression patterns in extra-embryonic tissues. **a** CpG content was compared between ERVK LTRs that were transcriptionally active in extra-embryonic tissues, including the subset of non-canonically imprinted ERVKs (*N* = 40, blue dots) and all mappable ERVK LTRs (*N* = 334,322) (*p* < 5E−10, Welch two-sample *t* test). **b** The proportion of transcriptionally active ERVK LTRs in extra-embryonic tissues (*N* = 40) within 3 kb of a transcription start site (TSS) on the same or opposing strand was compared to all mappable ERVK LTRs (*N* = 334,322) (chi-square statistic, *p* < 0.0001). **c** The proportion of transcriptionally active non-canonical imprinted ERVK LTRs (*N* = 8) and extra-embryonic active ERVK LTRs (*N* = 32) overlapping epigenetic modifications in GV oocytes was compared to a random subset of mappable ERVK LTRs (*N* = 100) (chi-square statistic, *p* = 0.0002 and *p* = 0.0001, respectively)

As non-canonical imprinting has been associated with maternal H3K27me3 inherited from the oocyte [21], we evaluated whether epigenetic marks (H3K4me3, H3K27me3, and DNA methylation) in the maternal oocyte were associated with the transcriptional status of ERVK LTR promoters in extra-embryonic tissues. Non-canonical imprinted ERVK LTR promoters were indeed significantly associated with oocyte H3K27me3 (*p* < 0.001) (Fig. 4c). Remarkably, H3K4me3 in the oocyte significantly differentiated those ERVK LTRs that were transcriptionally active in extra-embryonic tissues compared to inactive (*p* < 0.001) (Fig. 4c).

### Non-canonically imprinted ERVK LTR promoters mediate imprinting of nearby protein-coding genes

We found examples of non-canonically imprinted ERVK LTR promoters driving transcription of non-coding RNAs, but also mediating imprinting of protein-coding genes. One such example is the non-canonically imprinted ERVK LTR (RLTR15) located in intron 1 of the *Gab1* gene. *Gab1* shows imprinted paternal expression in E7.5 ExE; yet, the promoter of *Gab1* has bi-allelic enrichment for H3K4me3 (Fig. 5a). Rather, the intronic RLTR15 is demarcated by imprinted paternal H3K4me3 (Fig. 5a) and is non-canonically imprinted (Fig. 5b) with enrichment for H3K27me3 in the oocyte (Fig. 5c). We find that RLTR15 acts as an alternative promoter for the *Gab1* gene on the paternal allele specifically in the placenta (Fig. 5d, e), with intron-spanning reads demonstrating that the ERVK LTR is spliced onto exon 2 (Additional file 1: Figure S7).

**Fig. 5:**
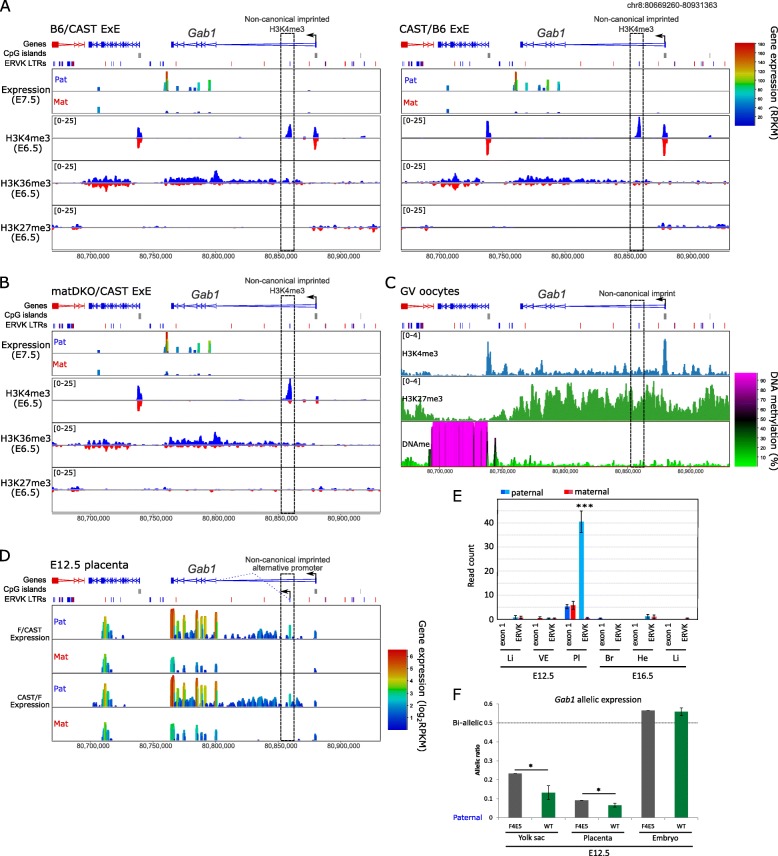
A non-canonically imprinted ERVK LTR drives imprinted expression of *Gab1* in placenta. **a** Screenshot of allelic gene expression, H3K4me3, H3K36me3, and H3K27me3 in B6/CAST and CAST/B6 ExE. ChIP-seq data is quantitated using enrichment normalized RPKM for 1-kb running windows with a 100-bp step (scales in square brackets); paternal (blue) and maternal (red) enrichments are shown on mirrored axes. RNA-seq data is quantitated as RPKM for 1-kb running windows with a 100-bp step. The box denotes the location of the non-canonical imprinted H3K4me3 peak associated with the known non-canonical imprinted gene *Gab1*. **b** Screenshot of allelic gene expression, H3K4me3, H3K36me3, and H3K27me3 in matDKO/CAST ExE, quantitated as in **a**. **c** Screenshot of H3K4me3, H3K27me3, and DNA methylation in GV oocytes. One-kilobase running windows with a 100-bp step were used; ChIP-seq data was quantitated as RPKM (scales in square brackets). **d** Screenshot showing allelic gene expression in F/CAST and CAST/F E12.5 placenta across the *Gab1* locus. The box depicts the non-canonical imprinted paternal H3K4me3 peak containing an imprinted transcriptionally active ERVK LTR element (RLTR15). RNA-seq data is quantitated as log_2_RPKM for 1000-bp running windows with a 100-bp step. **e** Read count for maternal (red) and paternal (blue) transcription is shown for the non-canonically imprinted RLTR15 and exon 1 of the *Gab1* gene in E12.5 and E16.5 embryonic (Li, liver; He, heart; Br, brain) and extra-embryonic (Pl, placenta; VE, visceral endoderm) tissues. Only intron-spanning reads were used, and two-tailed *t* test was used to statistically compare the allelic expression (***p < 0.0005). **f** Barplot shows the allelic gene expression (allelic ratio = mat/(mat + pat)) for the *Gab1* gene in B6/CAST E12.5 yolk sac, placenta, and whole embryos. F4E5 carried CRISPR-targeted deletion of non-canonically imprinted RLTR15 on the paternal allele and was compared to wild-type (WT) controls (*N* = 3). Two-tailed single sample *t* test was used to compare the F4E5 value to the WT mean (*p < 0.05). Error bars show standard deviation

Together, these analyses suggest that ERVK LTR elements can directly mediate imprinted gene expression in extra-embryonic lineages. To demonstrate this using a genetic approach, we designed CRISPR/Cas9 sgRNAs to excise RLTR15 in vivo (Additional file 1: Figure S7). We targeted B6/CAST hybrid zygotes which were implanted in foster mothers, and we subsequently collected E12.5 extra-embryonic tissues (placenta and yolk sac) and whole embryos (*N* = 42 embryos). We were able to obtain one embryo (F4E5) that was targeted on the paternal CAST allele, although genotyping revealed that the deletion was mosaic (Additional file 1: Figure S7). Nevertheless, allelic RNA-seq analysis of F4E5 compared with three controls (Additional file 1: Figure S7) demonstrated that *Gab1* specifically showed a partial loss of imprinting in E12.5 placenta and yolk sac (Fig. 5f; Additional file 1: Figure S7).

Another intriguing example is imprinted gene *Slc38a4*. *Slc38a4* has a maternal gDMR at its promoter [26] but paradoxically was recently reported to have non-canonical imprinted gene expression in extra-embryonic lineages [21]. Furthermore, we identified a non-canonical imprinted H3K4me3 peak overlying the *Slc38a4* gDMR promoter (Additional file 2: Tables S2 and S3), raising questions as to whether the *Slc38a4* promoter is regulated canonically or non-canonically. To investigate this further, we assessed allelic RNA-seq patterns in the epiblast and ExE from B6/CAST, CAST/B6, and matDKO/CAST embryos in detail. B6/CAST and CAST/B6 epiblast and ExE showed the expected imprinted paternal expression (Additional file 1: Figure S8). 

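The promoter of Slc38a4 lies in an H3K4me3 peak of Tables S2 and S3 that overlaps a maternal gDMR, on chromosome 15 of GRCm38 from 97047500 to 97057000. The methylation of this peak was taken as the mean of the windows with their midpoint in it. Of these windows, 2 were measured in every epiblast sample and 3 in every ExE sample. The values are those of both alleles together and need not be those of the gDMR alone. In E7.5 ExE the parental difference of windows with their midpoint in the peak ran from 20.6 to 88.9 points. In the E6.5 epiblast the windows of the peak were methylated at 43.2% ± 33.8 (SD, n = 2) in matDKO/CAST and at 65.3% ± 9.06 (SD, n = 6) in wild type. The 2 matDKO/CAST samples were far apart, at 67.1% in replicate 1 and 19.3% in replicate 3. By the counts in the paper's Table S1, 62.1% of the assigned reads carried B6 alleles in replicate 1 and 54.4% in replicate 3. Whether this share bears on the value of replicate 1 was not tested, so that value is less certain. The difference of -22.1 percentage points could not be told from the spread between samples (two-sided exact permutation test, p = 0.357). Without replicate 3 it was 1.86 points, in the opposite direction. In ExE the windows of the peak were methylated at 34.1% ± 7.39 (SD, n = 3) in matDKO/CAST and at 57.4% ± 9.93 (SD, n = 4) in wild type. This difference of -23.3 points had the smallest p that 3 samples against 4 allow in an exact permutation test. Every matDKO/CAST sample lay below every wild-type sample. The highest of the 3 matDKO/CAST values, 41.0%, was that of replicate 1, in which 62.2% of the assigned reads carried B6 alleles. Subtracting each sample's mean over autosomal windows left -4.86 points in ExE and -1.16 in the epiblast. With the shortest window that overlaps the peak the ExE difference was -27.8 points, and not every matDKO/CAST sample lay below every wild-type sample.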

In the matDKO/CAST epiblast, loss of the maternal DNA methylation at the gDMR resulted in bi-allelic expression (Additional file 1: Figure S8), consistent with canonical imprinting. However, in the matDKO/CAST ExE, while there was an increase in the expression of the maternal allele, there was still a twofold paternal bias in the expression (Additional file 1: Figure S8), an observation consistent with non-canonical imprinting.

In ExE, in addition to the non-canonical H3K4me3 peak at the annotated *Slc38a4* promoter, there were four upstream non-canonical H3K4me3 peaks, all of which were located over ERV LTR element insertions (Additional file 1: Figure S8). In particular, one ERVK LTR ~ 75 kb upstream (MLTR31F_Mm) was highly expressed in ExE and showed non-canonical imprinted expression of a spliced transcript from the paternal allele (Additional file 1: Figure S8). However, we found no evidence that this upstream ERVK LTR was acting an alternative promoter for *Slc38a4*, as there were no intron-spanning reads extending to the first or second exon of *Slc38a4* in E7.5 ExE or E12.5 placenta. Together, these data suggest that the annotated *Slc38a4* promoter is predominantly canonically imprinted by DNA methylation in embryonic lineages, while in extra-embryonic lineages, it appears that the non-canonically imprinted upstream ERVK LTRs may modulate the activity of the paternal allele of the *Slc38a4* promoter, resulting in non-canonical imprinted gene expression.

We evaluated publically available gene expression [27], DNA methylation [28], and H3K4me3 and H3K27me3 histone modifications [22] in GV oocytes to determine whether the germ line pattern of maternal epigenetic modifications across the *Slc38a4* locus is consistent with this finding. Indeed, the annotated promoter is fully methylated in GV oocytes, spanned by an oocyte-specific transcript emanating from multiple mammalian apparent LTR retrotransposon (MaLR) elements upstream (Additional file 1: Figure S8), as has been previously reported [27, 29]. In contrast, the upstream non-canonical imprinted H3K4me3 peaks are enriched for H3K27me3 in GV oocytes (Additional file 1: Figure S8). Thus, it appears that independent ERV LTR insertions upstream of the *Slc38a4* locus, one specifically active in oocytes and the other specifically active in extra-embryonic tissues, may have enabled genomic imprinting to have evolved twice at this locus, using both canonical and non-canonical mechanisms. While this finding needs to be confirmed genetically, it would represent, to our knowledge, the first such example of recurrent evolution of imprinting mechanisms reported to date.

### Epigenetic regulation of non-canonical imprints in post-implantation embryos

It has been shown that non-canonical imprinting in the early embryo is mediated by the inheritance of maternal H3K27me3 from the oocyte [21]. Therefore, we were surprised to find that non-canonical imprinted EVRK LTRs did not show enrichment for maternal H3K27me3 in E6.5 ExE (Figs. 5a and 6a). Although there was a subtle bias of H3K27me3 towards the maternal allele in ExE at non-canonical imprinted H3K4me3 peaks (*p* = 0.02), when we identified regions with imprinted H3K27me3 in ExE using the EdgeR statistical approach (Additional file 1: Figure S9), only one non-canonically imprinted H3K4me3 peak was associated with imprinted H3K27me3. Furthermore, we found that the vast majority of imprinted H3K27me3 in post-implantation ExE was localized to two large imprinting clusters (*Kcnq1/Kcnq1ot1* and *Igf2r/Airn*) and entirely dependent on maternal gDMRs (Additional file 1: Figure S9 and S10).

**Fig. 6:**
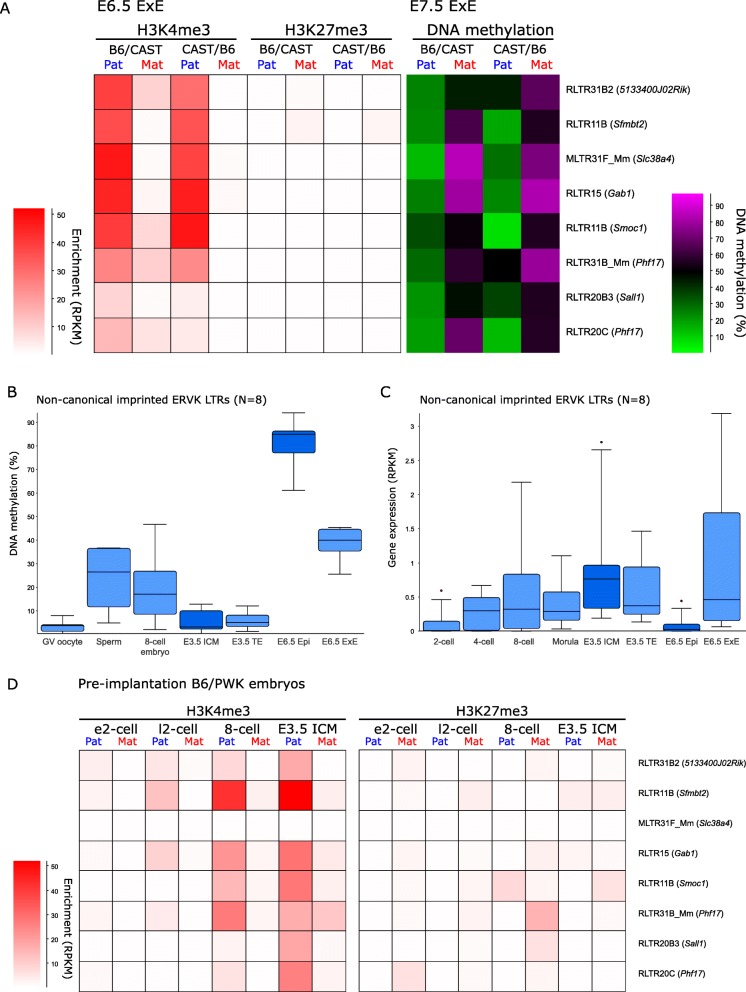
Non-canonically imprinted ERVK LTRs lose maternal H3K27me3 and acquire secondary imprinted DMRs in post-implantation ExE. **a** Heatmap showing enrichment for H3K4me3 and H3K27me3 and DNA methylation on the maternal and paternal allele in B6/CAST and CAST/B6 ExE at non-canonically imprinted active ERVK LTRs ± 500 bp (*N* = 8). DNA methylation of the maternal and paternal allele is shown in B6/CAST and CAST/B6 E7.5 ExE. **b** Boxplots show DNA methylation at non-canonically imprinted active ERVK LTRs ± 500 bp (*N* = 8) in germ cells and pre- and post-implantation stage C57BL/6 embryos. **c** Boxplots show gene expression for non-canonically imprinted active ERVK LTRs ± 500 bp (*N* = 8) in pre- and post-implantation embryonic stage C57BL6 embryos. **d** Heatmap showing enrichment for H3K4me3 and H3K27me3 on the maternal and paternal allele across pre-implantation development (e2-cell, early 2-cell embryo; l2-cell, late 2-cell embryo; 8-cell, 8-cell embryo; ICM, inner cell mass) in B6/PWK embryos at non-canonically imprinted active ERVK LTRs ± 500 bp (*N* = 8)

To determine whether another repressive epigenetic mark replaced maternal H3K27me3 in the post-implantation embryo, we assessed the allelic DNA methylation. We generated high coverage bisulphite sequencing data from ExE and epiblast of E7.5 reciprocal B6 x CAST hybrid embryos enabling us to obtain sufficient read depth over ERVK LTRs. These data revealed that non-canonical imprinted EVRK LTR promoters become DMRs in ExE, with the maternal allele becoming methylated (Fig. 6a), whereas both alleles were methylated in the epiblast (Additional file 1: Figure S11). 

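At E7.5, DNA methylation was measured by deep PBAT sequencing of single embryos, in 2 epiblast and 2 ExE libraries of each of B6/CAST and CAST/B6. By the paper's Table S1, replicate 1 of each group was a female embryo and replicate 2 a male embryo. Each epiblast library had 25455200 to 42888989 uniquely mapped reads and each ExE library 56362377 to 76040843. SNPs assigned 12190889 to 19947021 reads of each epiblast library and 26786012 to 35103756 of each ExE library to 1 of the 2 strains. The authors deposited percent methylation for 402812 windows of 100 CpGs, with a median length of 5332 bp, both for all reads and for the maternal and paternal allele of each library. The tables hold no coverage, so the number of reads behind an allele's value in a window is unknown. The percentages were used without rescaling, and the maternal minus paternal difference was taken within each library. In limma the 2 crosses were coded with opposite signs, so that a difference that follows the parent and one that follows the strain were estimated separately. An LTR was given the mean of the windows that overlap it or the 500 bp on either side, weighted by the overlap, with coordinates from Table S5. The 8 LTRs with these flanks hold 21 to 38 CpGs each, so that the windows of 100 CpGs extend beyond them, over 2706 to 5724 bp per window. The set of LTRs was tested with fry, the set test of limma.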

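Over all autosomal windows with both alleles measured in all 4 libraries, limma gave 23 of 318358 windows in ExE and 20 of 238529 in the epiblast with a parent-of-origin difference at an adjusted p under 0.05. The maternal allele was more methylated in 16 of the ExE windows and in 15 of the epiblast windows. All of these windows differed in the same direction in the 4 libraries, by at least 65.5 percentage points in ExE (adjusted p from 0.0270 to 0.0378) and 61.4 in the epiblast (adjusted p from 0.0140 to 0.0451). In ExE, 21 of them overlapped an H3K4me3 peak on a gDMR, and in the epiblast 17 did. All 23 and all 20 lay within 100 kb of such a peak or of an imprinted gene of Table S4. No window differed by strain in either tissue at this threshold, while 27808 in ExE and 15868 in the epiblast had an unadjusted p under 0.05. The largest maternal differences in ExE were at Kcnq1ot1 on chromosome 7 (143293438 to 143295636, 93.6 points ± 1.81, SD, n = 4), Gnas on chromosome 2 (174296099 to 174297367, 91.6 ± 9.72) and Slc38a4 on chromosome 15 (97054490 to 97055278, 88.9 ± 5.03). The largest paternal difference was in an intergenic window on chromosome 9 (89878612 to 89880482), at -80.8 ± 1.84 (SD, n = 4), followed by -79.5 ± 8.56 upstream of H19 on chromosome 7 (142580361 to 142582087). In the epiblast the largest were at Gnas (174299113 to 174299770), with 95.1 ± 4.14 (SD, n = 4), and in the same window of Kcnq1ot1, with 94.4 ± 3.93. Fits without 1 library leave 1 library in a cross, which cannot tell whether these counts rest on single libraries. The differences of the named windows could still be compared. Across these fits in ExE they ran from 92.7 to 93.9 points at Kcnq1ot1, 88.8 to 95.7 at Gnas and 87.2 to 90.8 at Slc38a4. The window on chromosome 9 ran from -81.3 to -80.0 and that upstream of H19 from -81.7 to -75.4. The alternative that moved the ExE count most while giving windows was limma with its trend and robust settings, with 53.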

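At the 8 non-canonically imprinted ERVK LTRs, mean methylation in E7.5 ExE was 66.3% ± 3.88 (SD, n = 4 libraries) on the maternal allele and 46.9% ± 0.278 (SD, n = 4) on the paternal allele. The difference of 19.4 percentage points ± 3.97 (SD, n = 4) had the same sign in 4 of 4 libraries. The set test gave p = 0.0164, and a two-sided exact sign-flip permutation test over the libraries p = 0.125, the smallest that 4 libraries allow. In the epiblast, where 6 of the LTRs had both alleles measured in every library, the difference was -0.823 points ± 6.20 (SD, n = 4), positive in 1 of 4 libraries (p = 0.808 in the set test and 0.875 in the exact sign-flip test). There the maternal allele had 82.1% ± 6.18 (SD, n = 4) and the paternal allele 82.9% ± 3.84 (SD, n = 4). Between the tissues, the parental difference was larger in ExE by 20.3 points (two-sided exact permutation test of the libraries, p = 0.0286, the smallest that 4 against 4 allow). This test treats the libraries as independent, and whether epiblast and ExE libraries came from the same embryos is not known. The comparison sets 8 LTRs in ExE against 6 in the epiblast. The 6 leave out RLTR15, the LTR with the largest difference in ExE, which had both alleles in only 3 epiblast libraries. Its difference there was 24.8 points ± 9.28 (SD, n = 3), positive in 3 of 3. Also left out is RLTR31B_Mm, with 2.70 ± 6.89 (SD, n = 3). On the same 6 LTRs in both tissues, the parental difference was larger in ExE by 17.6 points. The exact permutation test gave the same p. The difference of 16.7 points in ExE was then no longer past the threshold of the set test. The alternative that moved the ExE value most took windows up to 5 kb from the LTR, which left 7.76 points, no longer past the threshold of the set test.
In ExE, 4 of the 8 LTRs had an adjusted p under 0.05 from limma when adjusted over the list alone. When adjusted over all windows tested, 0 had one, with 5 at an unadjusted p under 0.05. Of the alternatives, the logit scale and the trend and robust settings each gave 1 LTR over all windows. This was RLTR15 (adjusted p = 0.0391 and 0.0196 from limma), and the other alternatives gave none. The list was chosen by the paper from other marks of the same tissue. The largest difference was at RLTR15 in an intron of Gab1 on chromosome 8 (80859027 to 80859376), with 79.4% ± 6.71 (SD, n = 4) on the maternal and 34.8% ± 6.56 (SD, n = 4) on the paternal allele (adjusted p = 0.000236). At MLTR31F_Mm in an exon of the non-coding RNA Gm32885 upstream of Slc38a4, on chromosome 15 (97166836 to 97167258), the alleles had 78.8% ± 8.10 and 43.7% ± 14.0 (SD, n = 4, adjusted p = 0.00405 from limma). RLTR11B in an intron of Gm13261 at Sfmbt2, on chromosome 2 (10364990 to 10365462), had 48.3% ± 6.72 and 21.2% ± 13.6 (SD, n = 4, adjusted p = 0.0159 from limma). RLTR11B between genes at 7163 bp from Smoc1, on chromosome 12 (81019166 to 81019645), had 61.4% ± 2.41 and 42.4% ± 16.7 (SD, n = 4, adjusted p = 0.00929 from limma). Its difference lay mostly in CAST/B6, where the paternal allele had 32.0% and 24.7%, against 59.5% and 53.2% in B6/CAST, and without the cross term its adjusted p from limma was 0.0528. All 4 were more methylated on the maternal allele in 4 of 4 libraries. Of the others, RLTR31B_Mm in an exon of 2400006E01Rik on chromosome 3 (41527997 to 41528561) was higher on the maternal allele in 4 of 4 libraries, by 10.6 points ± 6.32 (SD, n = 4). RLTR20B3 at 8610 bp from Sall1 on chromosome 8 (89052772 to 89053237) and RLTR31B2 in an exon of Platr20 on chromosome 11 (51220214 to 51220596) were higher in 3 of 4, by 4.78 ± 12.0 and 7.41 ± 8.32. With 1 library left out, the mean differences ran from 2.07 to 10.6 at RLTR20B3 and from 4.38 to 10.4 at RLTR31B2. At RLTR20C in an exon of Platr4, on chromosome 3 (41492880 to 41493378), the maternal allele was higher in 2 of 4 libraries, and without B6/CAST replicate 1 the mean difference of 6.83 points ± 26.5 (SD, n = 4) was -0.744 ± 26.6 (SD, n = 3).
The reference sequence of RLTR15 at Gab1, on the plus strand, is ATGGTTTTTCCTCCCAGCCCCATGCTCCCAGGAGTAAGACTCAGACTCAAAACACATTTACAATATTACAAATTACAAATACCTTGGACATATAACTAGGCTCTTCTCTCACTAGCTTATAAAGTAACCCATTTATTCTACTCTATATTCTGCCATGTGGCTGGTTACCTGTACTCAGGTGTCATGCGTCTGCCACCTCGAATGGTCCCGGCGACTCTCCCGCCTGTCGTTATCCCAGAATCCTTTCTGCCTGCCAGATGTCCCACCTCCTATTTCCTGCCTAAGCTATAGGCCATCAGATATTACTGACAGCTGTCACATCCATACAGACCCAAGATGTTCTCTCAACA. It is 350 bp long and holds 6 CpGs.
From the allelic difference in ExE in Fig. 6a and the methylation of both alleles in the epiblast, the paper concludes that the non-canonically imprinted LTR promoters become DMRs in ExE, with methylation gained on the maternal allele.

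**Figure D2:**
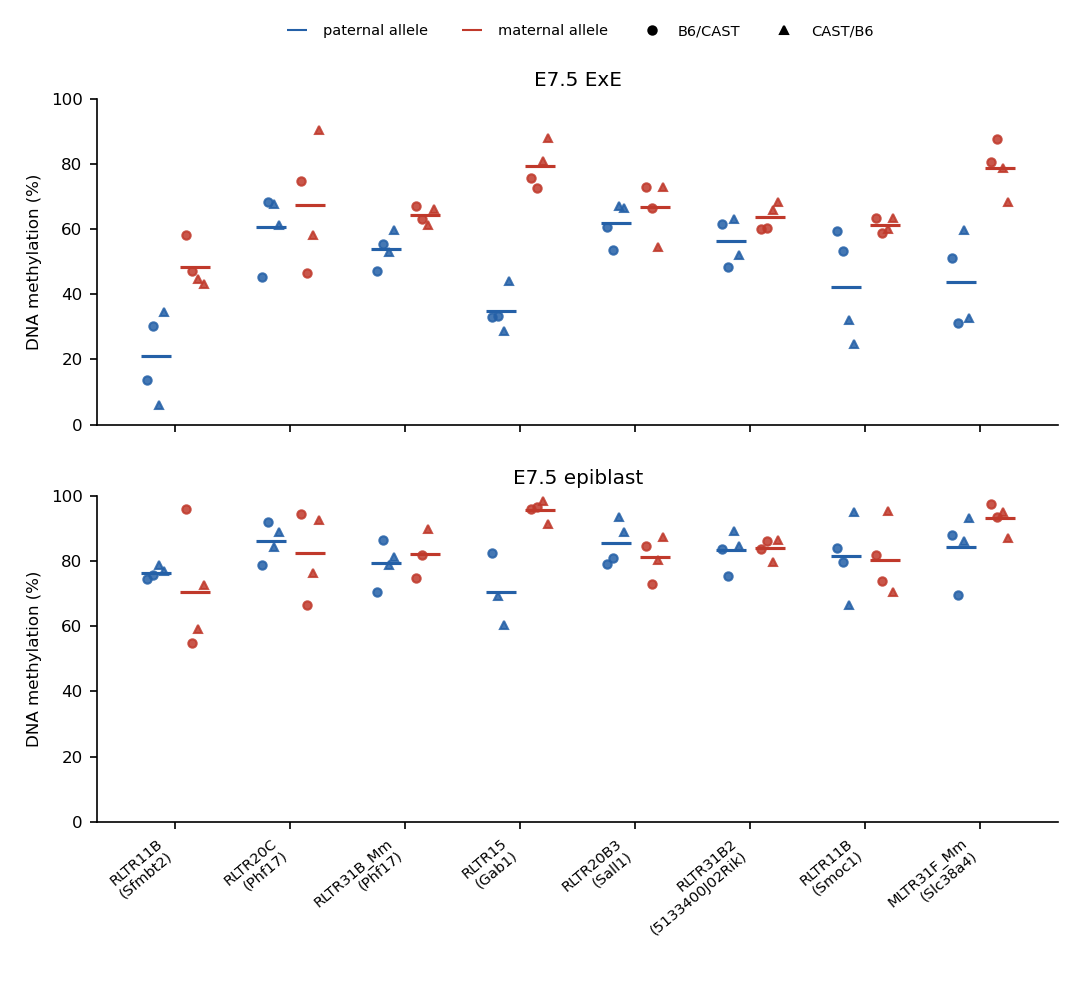
DNA methylation in percent of the maternal (red) and paternal (blue) allele at the 8 imprinted ERVK LTRs in E7.5 ExE (top) and epiblast (bottom). Each point is 1 library, circles are B6/CAST and triangles CAST/B6, and lines are means. In ExE the means of the maternal allele run from 48.3% to 79.4% and those of the paternal allele from 21.2% to 62.0%.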

Using publicly available bisulphite and RNA sequencing data from C57BL/6 germ cells and early embryos [30], we demonstrate that these regions are definitively tissue-specific secondary imprints acquired in the post-implantation de novo DNA methylation wave specifically in ExE (Fig. 6b). The acquisition of bi-allelic DNA methylation in the post-implantation epiblast corresponds to the silencing of these ERVK LTR promoters (Fig. 6c).

Conversely, using publically available ChIP-seq data [31], we observed the loss of maternal enrichment for H3K27me3 at non-canonical imprints during pre-implantation development (Fig. 6d; Additional file 1: Figure S11). Thus, non-canonical imprints do not maintain allelic H3K27me3 beyond early pre-implantation embryonic development, supporting that the regulation of allele-specific expression of non-canonical imprinted genes is superseded by DNA methylation in post-implantation development.

## Discussion

In this study, we evaluated allelic histone modifications, DNA methylation, and gene expression to investigate the epigenetic regulation of imprinted genes in the post-implantation embryonic and extra-embryonic lineages. We identified non-canonical imprints that are definitively independent of maternally inherited DNA methylation in ExE and find that these are located preferentially at active ERVK LTR insertions. Furthermore, we find that while non-canonical imprinted genes inherit allelic H3K27me3 from the oocyte, this allelic enrichment is transient and their epigenetic regulation is superseded by secondary imprinted DMRs specifically acquired in extra-embryonic lineages (Fig. 7). Our findings not only reveal that non-canonical imprinting can be mediated by ERVK LTR insertions, but uncover the epigenetic mechanisms responsible for their persistence in extra-embryonic tissues.

**Fig. 7:**
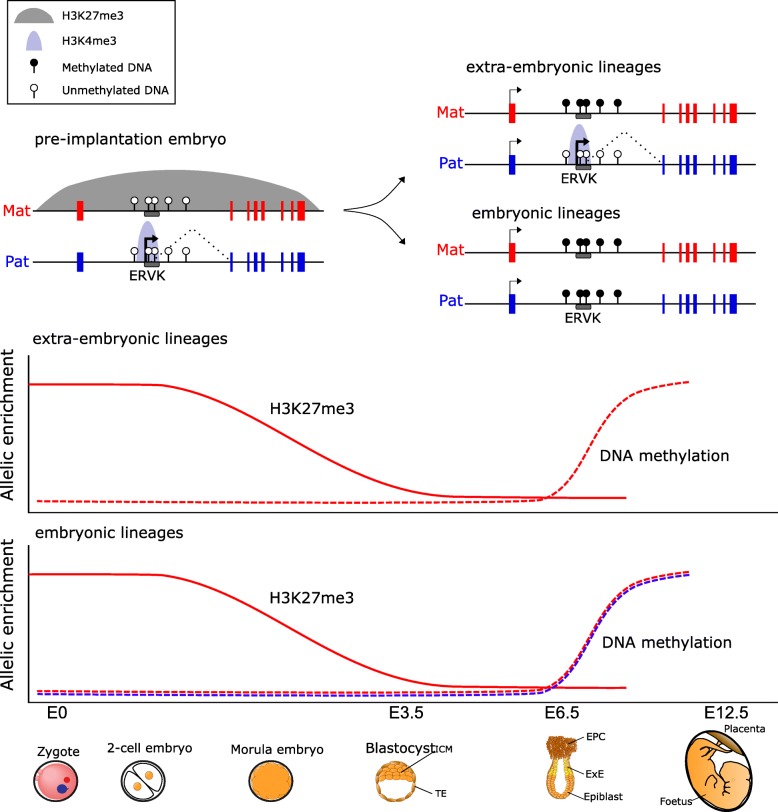
Summary of epigenetic regulation of non-canonical imprinting in embryonic development. Schematic diagram showing the allelic epigenetic regulation of a non-canonically imprinted gene by an ERVK LTR element (top) and the dynamic regulation of non-canonically imprinted ERVK LTRs across pre- and post-implantation development (bottom). In the pre-implantation embryo, inherited H3K27me3 from the oocyte silences the maternal allele. In the post-implantation embryo, maternal H3K27me3 transitions to imprinted maternal DNA methylation in extra-embryonic lineages, thereby retaining the imprinted paternal expression of the ERVK LTR. Alternatively, in the embryonic lineages, both the maternal and paternal alleles acquire DNA methylation, consequently silencing the ERVK LTR transcription. The maternal allele is shown in red, and paternal allele is shown in blue. In the allelic enrichment plot, the solid line is the level of H3K27me3, and the dashed line is the level of DNA methylation. Embryonic day (E) is shown on the *x*-axis for each respective stage of embryogenesis

The majority of the non-canonical imprinted H3K4me3 peaks we identified overlaid mono-allelically expressed ERVK LTR promoters, which mediated transcription of non-coding RNAs (e.g., *Platr20*, upstream of *Slc38a4*) or acted as alternative promoters to form chimeric mRNAs with nearby genes (e.g., *Gab1*, *Smoc1*). At the *Gab1* locus, we demonstrated that spliced transcripts from the ERVK LTR are exclusively expressed from the paternal allele, while the upstream canonical exon 1 is transcribed bi-allelically. Furthermore, when we genetically targeted the *Gab1* EVRK LTR promoter, despite only obtaining a mosaic deletion, we were able to disrupt the imprinted gene expression of *Gab1*. Together, these findings demonstrate that ERVK LTRs are a key genomic feature mediating non-canonical imprinting in murine extra-embryonic development.

ERVs have also been reported to function as enhancers specifically in the placenta through the acquisition of binding sites for developmental transcription factors, and it is thought that the uniquely hypomethylated state of the extra-embryonic tissues may enable transcriptional regulation by repetitive elements [25, 32]. We did not find any evidence for shared transcription factor binding motifs among active extra-embryonic ERVK LTR promoters; however, we found that they were predominantly CpG-rich solo LTRs. There are several epigenetic modifiers containing CxxC domains that bind unmethylated CpGs, such H3K4 methyltransferases [33]; thus, high CpG content may be key to their role in transcriptional regulation. Solo LTRs, in particular, may be co-opted as transcriptional regulators in development because their lack of viral genes may enable them to escape the KRAB-ZFP silencing [24]. Notably, ERVs genome-wide are under-represented within 5 kb of promoters and specifically in the sense orientation [34]. We find that extra-embryonic ERVK LTR promoters are not only in close proximity to TSSs, but in particular in the sense orientation. Together, these findings suggest that promoter activity of ERVK LTRs in extra-embryonic tissues may be attributable to sequence composition and opportunistic positioning in the genome.

Notably, ERV-derived placental enhancers and oocyte promoters were found to be species-specific [25, 29], and thus, we may expect that non-canonical imprinted regions, similarly co-opting ERV insertions, may also be species-specific. Indeed, preliminary studies in human embryos found five paternally expressed genes that may be regulated by maternal H3K27me3 [35], none of which have been reported to be imprinted in mice. These findings are reminiscent of placental-specific imprinted gDMRs in humans, which were also found to be species-specific [36, 37]. Furthermore, a recent study demonstrated that species-specific gDMRs were a consequence of unique ERV insertions, which initiated gDMR-spanning transcription in oocytes [29]. Together, these findings support that ERV activity in the placenta and in the oocyte may be a key driver in the recent evolution of non-canonical and canonical imprinting in extra-embryonic tissues.

Non-canonical imprinting is mediated by inheritance of H3K27me3 from the oocyte and was suggested to maintain a few non-canonical imprints into the extra-embryonic development [21]. In our study, we identified all four previously reported non-canonical imprinted genes [21], in addition to several novel domains. Furthermore, we demonstrated conclusively that non-canonical imprinted genes are mono-allelically expressed independent of inherited maternal DNA methylation. However, we find that maternal enrichment for H3K27me3 does not persist beyond pre-implantation development at non-canonically imprinted loci but rather is replaced by maternal DNA methylation in post-implantation ExE. Conversely, non-canonical imprinted ERVK LTRs become bi-allelically silenced in embryonic lineages by the acquisition of bi-allelic DNA methylation. 

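Without separation of the alleles, the 8 LTRs had a mean methylation of 80.2% ± 1.40 (SD, n = 4) in the E7.5 epiblast and 54.5% ± 1.59 (SD, n = 4) in E7.5 ExE. At each of the LTRs, all 4 epiblast libraries were more methylated than all 4 ExE libraries. The difference in the mean was 25.7 percentage points (two-sided exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow). Whether the epiblast and ExE libraries came from the same embryos is not known, and the test treats them as independent. Over the 383556 autosomal windows measured in all E7.5 samples, the epiblast was higher as well, at 73.9% ± 1.65 (SD, n = 4) against 57.6% ± 1.66 (SD, n = 4). That difference was 16.3 points, and limma gave 322773 windows with an adjusted p under 0.05, of which 317793 were more methylated in the epiblast.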

The mechanisms underlying the transition in repressive epigenetic states on the maternal allele are unclear, and why the allelic specificity would persist in ExE, but not in the epiblast, remains to be explored.

Despite the lack of allelic H3K27me3 at non-canonical imprinted loci in post-implantation ExE, we find a role for imprinted H3K27me3 at other genomic regions. We identified four silenced imprinted genes (*Plagl1*, *Slc22a3*, *Pde10a*, and *Magel2*) where the active allele was demarked by bivalent chromatin in E6.5 ExE, which subsequently resolved to imprinted gene expression in E12.5 placentae. Thus, bivalent chromatin may enable the temporal regulation of imprinted gene expression in extra-embryonic development, similar to that which has been observed in embryonic lineages [38, 39]. We also find large allelic H3K27me3 domains at the *Igf2r/Airn* and *Kcnq1/Kcnq1ot1* loci in extra-embryonic tissues in vivo and identify a number of novel imprinted genes distal of the *Igf2r/Airn* cluster. Furthermore, we show that the maternal gDMRs at these loci are required to prevent bi-allelic acquisition of H3K27me3. These findings support the observations from trophoblast stem cells in vitro that have shown lncRNAs regulated by the *Igf2r/Airn* and *Kcnq1/Kcnq1ot1* maternal gDMRs mediate the recruitment of PRC2 and spreading of H3K27me3 in cis, in an X chromosome inactivation-like mechanism of silencing [40–42].

## Conclusions

Our study of imprinted genes in in vivo post-implantation extra-embryonic development has provided novel insights into non-canonical imprinted gene regulation, which are otherwise masked in bulk genomic data from inbred strains and are difficult to assess in human populations due to the sparsity of genetic polymorphisms. We reveal that the majority of non-canonical imprints are localized to solo ERVK LTR repeats, which act as imprinted transcription initiation sites for non-coding RNAs and chimeric mRNAs in extra-embryonic tissues. Importantly, we find that the regulation of non-canonical imprinted regions transition from inherited maternal H3K27me3 to secondary imprinted DMRs specifically in extra-embryonic lineages. These findings highlight the unique mechanisms regulating imprinted gene expression in the placenta and the potential importance of the still unexplored role of these non-canonical imprints in regulating placentation and fetal growth.

## Methods

### Sample collection

Reciprocal natural timed matings were set up between C57BL6/Babr and CAST/EiJ animals (denoted as B6/CAST and CAST/B6), and embryos were collected on embryonic days 6.5 (E6.5) and 7.5 (E7.5). Natural timed matings were set up between *Dnmt3a* floxed/floxed, *Dnmt3b* floxed/floxed, Zp3+ve B6/129 females (resulting in ablation of DNA methylation in the oocyte) [9] and CAST males (denoted as matDKO/CAST). The epiblast (Epi) and extra-embryonic ectoderm (ExE) for each embryo were manually separated. E6.5 epiblast (*N* = 4) and ExE (*N* = 8) samples were pooled (an estimated ~ 2500 cells), washed in PBS, and then flash-frozen in 10 μL of nuclear lysis buffer (Sigma-Aldrich). Single E7.5 epiblast and ExE samples were individually frozen in 10 μL of buffer RLT Plus (Qiagen).

### In vivo CRISPR targeting

C57BL6/J females were superovulated and crossed with CAST/EiJ males. Zygotes were recovered the next day and electroporated with two sgRNAs for the *Gab1* RLTR15 ERVK element (200 ng/μL each) (Additional file 1: Figure S7) and CAS9 protein (500 ng/μL). Embryos were then implanted into NMRI pseudo-pregnant females. The embryos were dissected on E12.5, and the following tissues were collected: (1) visceral yolk sac/amnion, (2) placental disc with as much decidua removed as possible, (3) embryo, and (4) tail clip for genotyping. Tissue samples were washed in cold PBS and flash-frozen in 50 μL of RLT+ buffer (Qiagen). Tissues were collected from a total of 42 E12.5 embryos from 6 females across 2 independent experiments.

DNA from tail clippings were genotyped using MyTaq master mix (Bioline) with primers: F - AGCCCAATCTCACAACAGTT, R - CGGACCAGGTGAACATGTTG. Bands corresponding to the wild-type (847 bp) and knockout (320 bp) alleles were gel extracted and sent for Sanger sequencing to identify the targeted allele (Additional file 1: Figure S7). One effectively targeted sample (F4E5) and three wild-type controls (F4E1, F4E3, and F5E6) were selected for RNA sequencing.

### mRNA sequencing library preparation

RNA was extracted from E12.5 yolk sac, placenta, and whole embryo from F4E1 (*Gab1* ERVK RLTR15 +/+), F4E3 (*Gab1* ERVK RLTR15 +/+), F4E5 (*Gab1* ERVK RLTR15 +/−), and F5E6 (*Gab1* ERVK RLTR15 +/+) embryos using RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA was treated with TURBO DNase (Thermo Fisher Scientific), and quality was assessed with RNA Pico Kit (Agilent) on the Agilent 2100 Bioanalyzer (RIN > 8.7 for all samples). mRNA sequencing libraries were generated using SmartSeq v4 cDNA generation and Nextera XT library preparation, as per manufacturers’ instructions. The quantification of all libraries was done using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification kit (KAPA). Libraries were sequenced using 125 bp paired-end on the Illumina HiSeq 2500 RapidRun, multiplexing 12 samples over 2 lanes.

### Low-input mRNA sequencing library preparation

Stranded mRNA-seq libraries were generated for E7.5 embryos: B6/CAST Epi (*N* = 3) and ExE (*N* = 3), CAST/B6 Epi (*N* = 3) and ExE (*N* = 3), and matDKO/CAST Epi (*N* = 3) and ExE (*N* = 3). Total RNA was extracted using a TRIzol extraction method, as previously described [27]. In brief, samples were homogenized in 400 μL of TRIzol (Invitrogen) and phase-separated by adding 80 μL of chloroform:isoamyl alcohol (Sigma-Aldrich), mixed, and centrifuged at 4 °C for 15 min. The aqueous phase was transferred to a new tube, 1 μL GlycoBlue and 300 μL of ice-cold isopropanol were added and mixed. Samples were incubated for 10 min and then centrifuged for 10 min at 4 °C. The pellet was washed once with 75% ethanol, air-dried, and then resuspended in 5 μL of RNase-free water. Twenty microliters of lysis/binding buffer was immediately added to each RNA sample, and oligo (dT)_25_ capture of mRNA was done using Dynabeads mRNA DIRECT kit (Life Technologies). The protocol was implemented as per manufacturer’s instructions including the additional steps for elimination of rRNA contamination. Maxymum Recovery tubes (Axygen) were used, and volumes were adapted for the low amount of starting material: 5 μL of Dynabeads Oligo (dT)_25_ were used for each sample, mRNA capture was done in a total volume of 50 μL of lysis/binding buffer, washes were done using 100 μL Washing Buffer A or 50 μL of Washing Buffer B, and a final elution volume of 5 μL 10 mM Tris-HCl. The total volume of mRNA was then immediately advanced into the library preparation protocol, using the SMARTer Stranded RNA-seq kit (Clontech), which is optimized for as little as 100 pg of RNA. The protocol was completed as per the manufacturer’s instructions, and 14 amplification cycles were used for all samples. The quantification of all libraries was done using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification kit (KAPA). Libraries were sequenced using 50 bp single-end on the Illumina HiSeq 2500 RapidRun, multiplexing 12 samples per lane. Libraries were evaluated for quality in SeqMonk using RNA-seq QC and duplication plots, resulting in 1 replicate of B6/CAST ExE being excluded due to high duplication.

### Ultra low-input native chromatin immunoprecipitation

Ultra low-input native ChIP-seq was done as previously described [22]. ChIP-seq libraries for H3K4me3, H3K27me3, H3K36me3, and 10% inputs were generated for replicates of pooled E6.5 embryos: B6/CAST Epi (*N* = 2) and ExE (*N* = 2), CAST/B6 Epi (*N* = 2) and ExE (*N* = 2), and matDKO/CAST Epi (*N* = 2) and ExE (*N* = 2). Prior to the immunoprecipitation with antibody-bound beads, each chromatin sample (200 μL) was divided into 5 aliquots: 1 for each antibody (54 μL), 1 10% input (20 μL), and 1 10% input for bisulphite sequencing (20 μL) (Additional file 1: Figure S1). For each immunoprecipitation, 250 ng of anti-H3K4me3 (Diagenode K02921004), 125 ng of anti-H3K27me3 (Millipore 07-449), and 250 ng of anti-H3K36me3 (Diagenode C15410192) were used. Library preparation was done using the MicroPlex Library Preparation kit v2 (Diagenode), as per the manufacturer’s recommendations, and libraries amplified using 15 amplification cycles. Quantification was done using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification kit (KAPA). Samples were multiplexed using 75 bp paired-end sequencing on Illumina NextSeq500.

### Low-input post-bisulphite adaptor tagging from ChIP input samples

Post-bisulphite adaptor tagging (PBAT) was done on 10% input samples, as previously described [22]. A corresponding 10% input was taken from each ChIP sample above, with the addition of replicates, where available: B6/CAST Epi (*N* = 3) and ExE (*N* = 2), CAST/B6 Epi (*N* = 3) and ExE (*N* = 2), and matDKO/CAST Epi (*N* = 3) and ExE (*N* = 3). All input PBAT libraries were amplified using 12 amplification cycles; quantification was done using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification kit (KAPA). Samples were multiplexed using 75 bp paired-end sequencing on Illumina NextSeq500. One replicate of matDKO/CAST epiblast was excluded from the analysis due to < 5% unique mappability.

### Post-bisulphite adaptor tagging for deep sequencing

Post-bisulphite adaptor tagging (PBAT) was done on E7.5 epiblast and ExE samples from single embryos (B6/CAST Epi and ExE (*N* = 2), CAST/B6 Epi and ExE (*N* = 2)), as previously described [43]. Quantification was done using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification kit (KAPA). Samples were multiplexed using 150 bp paired-end sequencing on Illumina NextSeq500, multiplexing four samples per lane.

### Public datasets

The following public datasets were used in this manuscript: stranded total RNA-seq from FvB x CAST reciprocal hybrids for E12.5 placenta, E12.5 visceral endoderm, E12.5 liver, E16.5 brain, E16.5 heart, and E16.5 liver [15]; H3K27me3 ChIP-seq from B6 x PWK hybrid embryos for early and late 2-cell embryos, 8-cell embryos, and E3.5 blastocyst inner cell mass (ICM) [31]; H3K4me3 ChIP-seq from B6 x PWK hybrid embryos for early and late 2-cell embryos, 8-cell embryos, and E3.5 blastocyst inner cell mass (ICM) [44]; RNA-seq and bisulphite-seq from C57BL/6 pre- and post-implantation embryos [30]; bisulphite-seq [28], total RNA-seq [27], and H3K4me3 and H3K27me3 ChIP-seq [22] data from C57BL/6 GV oocytes. All raw data files were obtained from Gene Expression Omnibus or the DNA data bank of Japan and were mapped and evaluated using the following pipelines.

### Allelic mapping of sequencing data

RNA-seq data was subjected to trimming with Trim Galore (v0.4.5) and aligned using HISAT2 (v2.1.0, guided by gene models from Ensembl annotation release 70, options: --dta –sp 1000,1000). ChIP-seq and input material was also trimmed with Trim Galore and aligned using Bowtie2 (v2.3.2, options -X 1200). In addition to adapter and quality trimming, bisulfite sequencing data had the first 9 bp of both read 1 and read 2 removed to reduce biases arising from the 9 N oligo pull-down reaction (Trim Galore options: --clip_r1 9 --clip_r2 0 --paired). The trimmed PBAT data was then aligned using Bismark (v0.19.0, options: --pbat) [45].

Following alignments, all sequencing data was then split allele-specifically using SNPsplit (v0.3.3) [46]. In brief, sequencing reads were mapped to a *Mus musculus* (GRCm38)-derived genome, where SNPs between hybrid strains (C57BL6 and CAST/EiJ, or FvB and CAST/EiJ, or C57BL6 and PWK) had been masked by the ambiguity nucleobase N (N-masked genome). Aligned reads were then sorted into one of three BAM files: C57BL6 (genome 1), CAST/EiJ (genome 2), or unassigned. The females carrying conditional *Dnmt3a*/*Dnmt3b* double knockout (matDKO) were predominantly C57BL6; however, there was approximately 15% of 129 alleles remaining in the strain. Therefore, these data were run through a unique pipeline to allow for a complete mapping of the maternal allele. All datasets generated from matDKO/CAST embryos were first aligned to a B6/CAST N-masked genome, as above, but with the difference that all SNPs which were in common between 129 and CAST (~ 2 million) had been excluded. The data was then split against C57BL6 and CAST/EiJ, as above. FastQ reads of the unassigned fraction of reads were then recovered from the original FastQ files, and in the second step, these reads were then aligned to a 129S1/CAST genome (generated with SNPsplit_genome_preparation). Alignments were then SNPplit between 129 and CAST/EiJ, and the 129-specific reads were then combined with the C57BL6-specific reads (from step 1) to comprise a complete maternal allelic set. Raw sequencing reads and allelically mapped BAM files have been deposited into the Gene Expression Omnibus database (GSE124216).

### ChIP-seq peak calling

Peak calling was done for B6/CAST and CAST/B6 epiblast and ExE H3K4me3, H3K27me3, and H3K36me3 using chromstaR, a multivariate peak-calling approach based on a multivariate hidden Markov model, using the default parameters [47].

### Allelic histone enrichment and gene expression analyses

Read counts for maternal and paternal H3K4me3 or H3K27me3 were quantitated over B6/CAST and CAST/B6 H3K4me3 peaks for either epiblast or ExE. H3K4me3 or H3K27me3 peaks were combined and de-duplicated between the B6/CAST and CAST/B6 epiblast or ExE, to generate a complete list of peaks from both hybrid crosses for each tissue. Peaks were then filtered for those with a minimum read count of 20 in at least 1 allelically mapped biological replicate. Peaks with allelically biased H3K4me3 or H3K27me3 were then identified using EdgeR statistic (*p* < 0.05, corrected for multiple comparisons). Significant peaks were then classified into strain-specific allelic H3K4me3 or H3K27me3 if their allelic enrichment switched in the reciprocal cross. Significant peaks were identified as imprinted if the allelic enrichment for a parental allele was consistent between reciprocal crosses.

Read counts for maternal and paternal H3K36me3 or RNA-seq were quantitated over autosomal genes. Genes were then filtered for those with a minimum read count of 20 in at least 1 allelically mapped biological replicate of B6/CAST and CAST/B6 H3K36me3 or a minimum read count of 5 in at least 1 allelically mapped biological replicate of B6/CAST and CAST/B6 (or F/CAST and CAST/F for E12.5 placenta) RNA-seq. Genes with allelically biased expression were then identified using EdgeR statistic (*p* < 0.05, corrected for multiple comparisons). Significant genes were filtered for those that were associated with an imprinted H3K4me3 peak.

### ChIP-seq quantitation

For the quantitative display of allelic ChIP-seq data for a single histone mark and allelic ratios, read counts per running window or peak (where applicable) were averaged between biological replicates. Read counts were normalized to library size, excluding X, Y, and mitochondrial chromosomes, using size-factor normalization in SeqMonk. However, for the comparison of allelic enrichment for H3K4me3 and H3K27me3 across pre-implantation development (Additional file 1: Figure S11B and C), raw read counts were used. For this comparison, correcting for library size is not appropriate, as there is a known discrepant abundance of H3K27me3 between the maternal and paternal alleles [31]. When ChIP-seq data of multiple histone marks are displayed together in a screenshot, enrichment normalized reads per kilobase per million (RPKM) was used. Enrichment normalization performs an initial additive translation of the data based on a low data percentile (40th percentile) representing non-zero but unambiguously unenriched points, followed by a multiplicative expansion of the data to a second high percentile (99th percentile) representing the most highly enriched regions. Enrichment is therefore scaled between these two points, but following the relative enrichment levels seen in the untransformed data.

### Transcript analysis of non-canonical H3K4me3 associated ERVK LTRs

Coordinates for repetitive elements for the mouse GRCm38 genome build were generated using RepeatMasker. Active ERVK LTRs were identified as those that fell within an H3K4me3 peak in E6.5 ExE, with ≥ 5 reads on the same strand at the LTR repeat in at least 2 replicates of RNA-seq data from E7.5 ExE, E12.5 visceral endoderm [15], and/or E12.5 placenta [15] with at least 1 intron-spanning read indicative of spliced RNA. These were then filtered for those that were sites of transcription initiation with no apparent upstream intron-spanning reads (*N* = 40), of which 8 were within non-canonically imprinted paternal H3K4me3 peaks (Additional file 2: Table S5) and 32 were classified as extra-embryonic active ERVK LTRs (Additional file 2: Table S6). The presence and directionality of reads spanning annotated introns, potential introns between annotated and upstream novel exons, and between upstream novel exons were analyzed to determine those ERVK LTRs that were initiating mRNA chimeras or non-coding RNAs (Additional file 2: Tables S5 and S6).

### Sequence motif analysis of extra-embryonic ERVK LTR promoters

DREME (version 5.0.5) was used to identify transcription factor motifs among ERVK LTRs that are transcriptionally active in extra-embryonic tissues (*N* = 40) compared to a background set with comparable length and class. AME (version 5.0.5) was used to evaluate enrichment for transcription factor binding sites for CDX2, EOMES, and ELF5.

## Supplementary information

**Additional file 1.** Supplementary figure and table legends, **Figures. S1-S11.**

**Additional file 2.** Supplementary **Tables S1-S6.**

**Additional file 3.** Review history.

## Data Availability

All data generated for this study is available on Gene Expression Omnibus (GSE124216) [48]. Publically available datasets were sourced from Gene Expression Omnibus (GSE75957 [15], GSE76687 [31], GSE71434 [44], GSE98149 [30], GSE70116 [27], and GSE93941 [22]) and the DNA Data Bank of Japan (DRA000570) [28].

# Supplementary material for: Endogenous retroviral insertions drive non-canonical imprinting in extra-embryonic tissues
**Source:** Genome Biol. 2019 Oct 29;20:225. doi: 10.1186/s13059-019-1833-x

## Supplementary Figure Legends

**Fig S1. A)** Scatterplots between biological replicates for H3K4me3, H3K27me3 and H3K36me3 ChIP-seq in B6/CAST, matDKO/CAST and CAST/B6 E6.5 epiblast and ExE. RPKM quantitation of genome-wide 5kb running windows was used. Windows on X, Y and mitochondrial chromosomes were excluded, in addition to genomic regions with mapping artefacts in input control samples (RPKM>4). **B)** A screenshot of H3K4me3, H3K36me3, and H3K27me3 ChIP-seq replicates in B6/CAST E6.5 epiblast and ExE. Enrichment normalised RPKM was quantitated for 5kb running windows. **C)** Hierarchical clustering of H3K4me3, H3K36me3, H3K27me3 and input control ChIP-seq replicates for B6/CAST, CAST/B6 and matDKO/CAST E6.5 epiblast and ExE. Quantitation is as described in A.

**Fig S2. A)** Principle component analysis of genome-wide DNA methylation profiles of B6/CAST, CAST/B6 and matDKO/CAST E6.5 epiblast and ExE replicates. DNA methylation was quantitated over 500-CpG running windows on autosomes, with at least 20 informative CpGs per window. **B)** DNA methylation values are shown for maternal imprinted gDMRs (N=21) of grouped replicates for B6/CAST, CAST/B6 and matDKO/CAST E6.5 epiblast and ExE. DNA methylation was quantitated over DMR regions, with at least 10 informative CpGs. **C)** Screenshot of DNA methylation profiles of B6/CAST, CAST/B6 and matDKO/CAST E6.5 epiblast and ExE replicates. DNA methylation was quantitated as in A.

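Principal components were computed from the 167307 autosomal windows of 100 CpGs measured in all 15 samples, centred and not scaled. The first component held 71.5% of the variance and the second 4.74%. Scores on the first component ran from -9887 in replicate 3 of matDKO/CAST ExE to 8355 in replicate 3 of CAST/B6 epiblast. The CAST/B6 epiblast samples scored between 7829 and 8355 and the B6/CAST epiblast samples between 2131 and 6291. The matDKO/CAST epiblast samples, at -2539 and -3256, lay near the B6/CAST ExE samples, at -3712 and -3851. CAST/B6 ExE had 1013 and 2048. Means of 5 neighbouring windows, which come closest to the 500 CpGs of the legend, moved the first component most, to 90.7%, with 1.99% on the second. The minimum number of informative CpGs per window named in the legend cannot be applied to the deposited table, which holds no coverage.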

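Methylation of maternal gDMRs was taken from the windows in the H3K4me3 peaks of Tables S2 and S3 that overlap a maternal gDMR, for both alleles together. The values need not be those of the gDMRs alone. In every sample of the tissue 11 loci could be measured in the E6.5 epiblast and 13 in ExE. The mean over the epiblast loci was 19.6% ± 7.62 (SD, n = 2) in matDKO/CAST and 62.2% ± 6.25 (SD, n = 6) in wild type, a difference of -42.5 percentage points. In ExE it was 21.5% ± 1.31 (SD, n = 3) and 59.4% ± 5.89 (SD, n = 4), a difference of -37.9 points. All loci were lower in matDKO/CAST, and at 10 of 11 in the epiblast and 13 of 13 in ExE every matDKO/CAST sample lay below every wild-type sample. With the shortest window that overlaps each peak, this held at 8 of 11 and 9 of 13. Both comparisons reached the smallest p their sample numbers allow in a two-sided exact permutation test, which is above 0.05. The locus with the largest change was Cdh15 in the epiblast, with 23.1% ± 16.5 (SD, n = 2) against 83.8% ± 6.38 (SD, n = 6). In ExE it was Peg3, with 10.2% ± 4.12 (SD, n = 3) against 63.5% ± 12.1 (SD, n = 4). The paternal gDMRs of H19 and Meg3, measured for comparison, had 59.6% ± 3.40 (SD, n = 2) in matDKO/CAST epiblast and 70.4% ± 5.08 (SD, n = 6) in wild type. In ExE they had 45.8% ± 9.99 (SD, n = 3) and 61.6% ± 12.2 (SD, n = 4). Subtracting each sample's mean over autosomal windows moved the maternal gDMR values most, to -21.7 points in the epiblast and -19.5 in ExE.

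**Figure D3:**
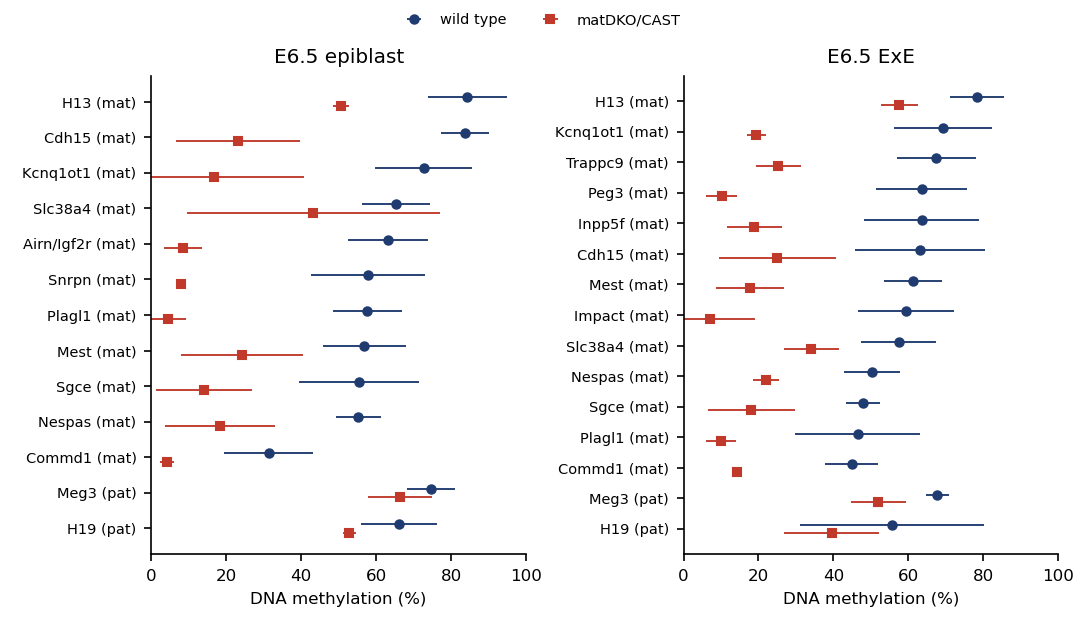
DNA methylation in percent at each maternal (mat) and paternal (pat) gDMR in E6.5 epiblast (left) and ExE (right), as mean and SD of the wild-type samples (blue circles) and the matDKO/CAST samples (red squares). At the maternal gDMRs the matDKO/CAST means run from 4.24% to 50.6% in the epiblast and from 6.99% to 57.5% in ExE.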

**Fig S3. A)** Principle component analysis of gene expression in B6/CAST, CAST/B6 and matDKO/CAST E7.5 epiblast and ExE replicates. Gene expression was quantitated as log<sub>2</sub>RPKM of autosomal genes. **B)** Correlation matrix between RNA-seq replicates for B6/CAST, CAST/B6 and matDKO/CAST E7.5 epiblast and ExE. Gene expression was quantitated as in A. **C)** Scatterplots between E7.5 epiblast and ExE in B6/CAST, CAST/B6 and matDKO/CAST. Gene expression was quantitated as in A. Labelled genes are known to be preferentially expressed in epiblast (*Pou5f1*) and ExE (*Elf5*, *Esrrb*, *Tfap2c*). **D)** Boxplots depict the enrichment of genic H3K36me3, promoter H3K4me3 and promoter H3K27me3

(E6.5) for each decile of gene expression (E7.5) in B6/CAST ExE (top) and epiblast (bottom). Histone enrichment was quantitated as  $\log_2$ RPKM, correcting for probe length. Genic H3K36me3 is positively correlated ( $p < 2.2 \times 10^{-16}$ ), promoter H3K4me3 is positively correlated ( $p < 2.2 \times 10^{-16}$ ), and promoter H3K27me3 is anti-correlated ( $p < 2.2 \times 10^{-16}$ ) with gene expression in both ExE and epiblast.

**Fig S4. A)** Scatter plots of allelic H3K4me3 enrichment at informative autosomal H3K4me3 peaks ( $N=15,975$ ) in B6/CAST epiblast (left) and CAST/B6 epiblast (right). Peaks with allelically-biased H3K4me3 were identified using EdgeR statistic ( $p < 0.05$ , corrected for multiple comparisons). Significant peaks were then classified into strain-specific allelic H3K4me3 if their allelic enrichment switched in the reciprocal cross, denoted as B6-specific (green) and CAST-specific (turquoise). Significant peaks were identified as imprinted if the allelic enrichment was consistent between reciprocal crosses, denoted as paternal (blue) or maternal (red). Enrichment is quantitated as read count normalised to library size, correcting for probe length. **B)** Heatmap showing allelic bias ( $\log_2(\text{pat}/\text{mat})$ ) for H3K4me3 in E6.5 epiblast (Epi) at imprinted H3K4me3 peaks identified in A. Allelic bias for H3K36me3 in E6.5 Epi and gene expression in E7.5 Epi are shown for associated genes using reciprocal hybrids. Reciprocal hybrids are denoted as B/C (B6/CAST) and C/B (CAST/B6). White boxes indicate where there was insufficient data (ChIP-seq:  $< 20$  SNP-spanning reads in all replicates, RNA-seq:  $< 5$  SNP-spanning reads in all replicates). ChIP-seq data was quantitated as read count normalised to library size, RNA-seq data was quantitated as read count over exons. H3K4me3 peaks were excluded if there was no gene within 10kb or the associated gene was uninformative in all datasets. H3K4me3 peaks associated with more than one gene are duplicated in the H3K4me3 column. Novel genes are marked with an asterisk. **C)** Screenshot of allelic enrichment for H3K4me3 and H3K36me3 in E6.5 epiblast and gene expression in E7.5 epiblast for B6/CAST and CAST/B6 at the known imprinted locus *Peg3*. ChIP-seq data is quantitated using enrichment normalised RPKM (scales in square brackets), paternal (blue) and maternal (red) enrichment are shown on mirrored axes. Gene expression is quantitated using RPKM for 1kb running windows with a 100bp step.

**Fig S5. A)** Scatter plot of allelic H3K4me3 enrichment at informative autosomal H3K4me3 peaks (N=15,975) in matDKO/CAST E6.5 ExE. Peaks with allelically-biased H3K4me3 were identified using EdgeR statistic ( $p < 0.05$ , corrected for multiple comparisons). Significant peaks were then classified into strain-specific allelic H3K4me3 if their allelic enrichment switched in the reciprocal cross, denoted as B6-specific (green) and CAST-specific (turquoise). Significant peaks were identified as imprinted if the allelic enrichment was consistent between reciprocal crosses, denoted as paternally-regulated (blue) or non-canonical (red). Enrichment is quantitated as read count normalised to library size, correcting for probe length. **B)** The percentage of imprinted H3K4me3 peaks overlapping ERV LTRs (non-canonical [n=14] and canonical [N=20]) overlapping each class of ERV repeats. Each pair-wise comparison was done using Chi-Square statistic, with a significance threshold adjusted for multiple comparisons using Bonferroni correction. **C)** Screenshots of directional RNA-seq reads for CAST/F E12.5 embryonic (liver, brain, heart) and extra-embryonic (placenta, VE – visceral endoderm) tissues. Boxes highlight each of the non-canonically imprinted active ERVK LTRs (N=8). Reads and genes are shown in red for + strand and blue for – strand.

**Fig S6.** Beanplot shows the distribution of lengths of all mappable ERVK LTRs (N=334,325) with ERVK LTRs active in extra-embryonic tissues, including non-canonically imprinted ERVKs, shown in blue dots (N=40).

**Fig S7. A)** Screenshot of allelic directional RNA-seq intron-spanning reads in E12.5 placenta from FvB (F)/CAST and CAST/F reciprocal hybrids for the *Gab1* locus. Raw intron-spanning reads are shown in blue for the – strand and red for the + strand. Box depicts the non-canonical paternal H3K4me3 peak containing ERVK RLTR15, which acts as an alternative promoter for the *Gab1* gene. **B)** Schematic diagram showing the location of repetitive regions, CAST and JF1 SNPs for experimental design, and the location of CRISPR gRNAs used to excise RLTR15 within intron 1 of the *Gab1* gene.

The two SNPs used for genotyping the deleted allele are labelled (rs4618180 and rs235146078). **C)** Image of 2% agarose gel with amplified WT (847bp) and KO (320bp) alleles for tissues (yolk sac, placenta and whole embryo) from CRISPR-targeted E12.5 embryos used for RNA-sequencing (F4E1, F4E3, F4E5, F5E6). **D)** Peak trace chromatograms showing B6/CAST SNPs rs4618180 and rs235146078 for C57BL/6 control and the F4E5 KO allele (320bp), demonstrating the deletion of RLTR15 is on the CAST (paternal) allele. **E)** Hierarchical clustering of RNA-seq libraries from E12.5 B6/CAST tissues (yolk sac, placenta and whole embryo) from F4E1 (wildtype – WT), F4E3 (WT), F4E5 (mosaic *Gab1* RLTR15 +/-), F5E6 (WT) embryos. Autosomal genes were quantitated using FPKM. **F)** Barplot shows the allelic gene expression (allelic ratio = mat/(mat+pat)) for the control gene *Sfmbt2*, a non-canonically imprinted gene, in B6/CAST E12.5 yolk sac, placenta and whole embryos. F4E5 carried CRISPR-targeted deletion of non-canonically imprinted *Gab1* RLTR15 on the paternal allele and was compared to wildtype (WT) controls (N=3). Two-tailed single sample t-test was used to compare the F4E5 value to the WT mean (\* = p<0.05). Error bars show standard deviation.

**Fig S8. A)** Screenshot of allelic gene expression across the *Slc38a4* locus in E7.5 B6/CAST, CAST/B6 and matDKO/CAST epiblast and ExE. Expression (RPKM) is displayed for running 500bp windows with 50bp step. The canonical maternal gDMR promoter and non-canonical imprinted paternal ERVK LTR element are noted in the labelled boxes. **B)** Screenshot of allelic H3K4me3 in B6/CAST, CAST/B6 and matDKO/CAST ExE and epiblast across the *Slc38a4* locus. H3K4me3 was quantitated as read count normalised to library size, using 500bp running windows with 50bp step (scales in square brackets). Paternal (blue) and maternal (red) enrichment are shown on mirrored axes. **C)** Screenshot of gene expression, H3K4me3, H3K27me3, and DNA methylation in C57BL/6 GV oocytes across the *Slc38a4* locus. All data is shown using 1kb running windows with 100bp step, ChIP-seq data is quantitated as enrichment normalised RPKM (scales in square brackets). DNA methylation is quantitated using a minimum coverage of at least one CpG per 1kb window. The box labelled oocyte promoter(s) depicts

several H3K4me3-marked MaLR insertions upstream of the *Slc38a4* gDMR promoter, which derive oocyte-specific transcription across the gDMR promoter.

**Fig S9. A)** Scatter plot showing allelic H3K27me3 enrichment of 5kb running windows (tiles), excluding X and Y chromosomes, in CAST/B6 E6.5 ExE (left), B6/CAST E6.5 ExE (middle) and B6/CAST E6.5 epiblast (right). Quantitation is average read count per window, normalised to library size, using two biological replicates for each tissue. 5kb running windows that overlapped paternal and maternal imprinted H3K27me3 peaks, identified as described for H3K4me3 peaks, are highlighted in blue and red, respectively. **B)** Screenshot of allelic H3K27me3 in B6/CAST, CAST/B6 and matDKO/CAST E6.5 ExE (top) and epiblast (bottom), with the paternal allelic enrichment in blue and maternal in red on mirrored axes. H3K27me3 was quantitated using autosomal 5kb running windows, as read count normalised to library size (scales in square brackets). The maternal gDMR within the locus is denoted by a black bar. Constitutive imprinted genes are labelled in black, and known, putative and novel placental-specific imprinted genes in green. Imprinted genes with paternal allele-specific expression are coloured blue and maternal allele-specific expression are red. Annotation tracks for imprinted H3K27me3 and H3K4me3 peaks are shown by purple and orange bars, respectively, for ExE (top panel) and epiblast (bottom panel).

**Fig S10.** Screenshot of allelic H3K27me3 in B6/CAST, CAST/B6 and matDKO/CAST E6.5 ExE (top) and epiblast (bottom) at the *Kcnq1/Kcnq1ot1* locus, with the paternal allelic enrichment in blue and maternal in red on mirrored axes. H3K27me3 was quantitated using autosomal 5kb running windows, as read count normalised to library size (scales in square brackets). The maternal (red) and paternal (blue) gDMR within the locus are denoted by black bars. Known imprinted genes are labelled in black, and known, putative and novel placental-specific imprinted genes in green. Imprinted genes with paternal allele-specific expression are coloured blue and maternal allele-

specific expression are red. Annotation tracks for imprinted H3K27me3 and H3K4me3 peaks are shown by purple and orange bars, respectively, for ExE (top panel) and epiblast (bottom panel).

**Fig S11. A)** Heatmap showing DNA methylation for the maternal and paternal allele in B6/CAST and CAST/B6 E7.5 epiblast at non-canonically imprinted active ERVK LTRs $\pm$ 500bp (N=8). White boxes are where there was insufficient data in at least one of the replicates. **B)** Scatterplots of allelic H3K27me3 at H3K4me3 peaks (defined in E6.5 ExE) across pre- and post-implantation development (late 2-cell embryos, E3.5 inner cell mass (ICM), and E6.5 epiblast and ExE). Non-canonical imprinted paternal H3K4me3 peaks are highlighted in blue. Allelic H3K27me3 enrichment is quantitated as read count corrected for peak length. **C)** Scatterplots of allelic H3K4me3 at H3K4me3 peaks (defined in E6.5 ExE) across pre- and post-implantation development (late 2-cell embryos, E3.5 inner cell mass (ICM), and E6.5 epiblast and ExE). Non-canonical imprinted paternal H3K4me3 peaks are highlighted in blue. Allelic H3K4me3 enrichment is quantitated as in B.

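In the E7.5 epiblast, the LTRs at Sfmbt2, Sall1, Smoc1, 5133400J02Rik and Slc38a4 and RLTR20C upstream of Phf17 had both alleles measured in all 4 libraries. Mean methylation of these 6 LTRs ran from 70.7% to 93.4% on the maternal allele and from 76.5% to 86.1% on the paternal allele. None passed an adjusted p of 0.05 from limma when adjusted over the list alone or over all windows, and 0 had an unadjusted p under 0.05. The 2 remaining LTRs were each measured on both alleles in 3 libraries. RLTR31B_Mm upstream of Phf17 differed by 2.70 percentage points ± 6.89 (SD, n = 3) between the maternal and the paternal allele. RLTR15 at Gab1 had 95.6% ± 3.05 (SD, n = 4) on the maternal and 70.7% ± 11.2 (SD, n = 3) on the paternal allele. Its difference within the libraries was 24.8 points ± 9.28 (SD, n = 3), positive in 3 of 3, and was not tested, since the test covered LTRs with both alleles in all 4 libraries.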

## Supplementary Table Legends

**Table S1.** Details of all datasets generated for this study, including ultra-low input ChIP-seq, RNA-seq and bisulphite-seq.

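The bisulphite part of Table S1 lists, for each library, the embryos pooled, the sex of single embryos, the reads sequenced and mapped, and the reads assigned to each parental genome. The share of assigned reads that carried B6 alleles describes how evenly the 2 genomes were recovered. Computed from the paper's counts, it was 53.2% to 55.0% in the 10 wild-type E6.5 libraries. In matDKO/CAST it was 62.1% and 54.4% in replicates 1 and 3 of the epiblast, and 62.2%, 56.4% and 54.4% in replicates 1 to 3 of ExE.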

**Table S2.** H3K4me3 peaks that show mono-allelic imprinted enrichment in ExE, their associated gene(s), and whether the associated genes are known, putative or novel, based on Table S4. Each gene was evaluated for significant allelic bias using EdgeR statistical approach ( $p < 0.05$  corrected for multiple comparisons) in reciprocal hybrids for E6.5 ExE H3K36me3, E7.5 ExE gene expression, and E12.5 placenta gene expression – classified as yes, no or ND (ND = no data, where there was insufficient SNP-spanning reads).

**Table S3.** H3K4me3 peaks that show mono-allelic imprinted enrichment in epiblast, their associated gene(s), and whether the associated genes are known, putative or novel, based on Table S4. Each gene was evaluated for significant allelic bias using EdgeR statistical approach ( $p < 0.05$  corrected for multiple comparisons) in reciprocal hybrids for E6.5 epiblast H3K36me3 and E7.5 epiblast gene expression – classified as yes, no or ND (ND = no data, where there was insufficient SNP-spanning reads).

**Table S4.** List of known imprinted genes based on those listed in Mousebook ([www.mousebook.org/](http://www.mousebook.org/)). Genes were listed as putatively imprinted if they were identified to be imprinted in placental trophoblast (and/or constitutively) by the Otago catalogue of parental origin effects (<http://igc.otago.ac.nz/>) and/or references from the literature.

**Table S5.** ERVK LTR localisation and transcriptional activity at non-canonical paternal H3K4me3 peaks. ERVK LTR transcription is confirmed if the LTR element had a read count  $\geq 5$  in at least two replicates of reciprocal hybrid E7.5 ExE (N=5), E12.5 placenta (N=4) and/or E12.5 visceral endoderm (N=4). ERVK LTR location, allelic bias in expression, and promoter activity for a non-coding RNA or chimeric mRNA, defined as intron-spanning reads extending to an exon of an annotated nearby gene(s) is specified.

**Table S6.** Non-imprinted ERVK LTRs with promoter activity (site of transcription initiation) in extra-embryonic tissues, defined as a read count  $\geq 5$  in at least two replicates of reciprocal hybrid E7.5 ExE (N=5), E12.5 placenta (N=4) and/or E12.5 visceral endoderm (N=4). These were then subsequently filtered for those that were site of transcription initiation, determined by intron-spanning reads. ERVK LTR location and promoter activity for a non-coding RNA or chimeric mRNA, defined as intron-spanning reads extending to an exon of an annotated nearby gene(s), is specified.

Supplementary Figure 1. E6.5 embryo ChIP-seq QC

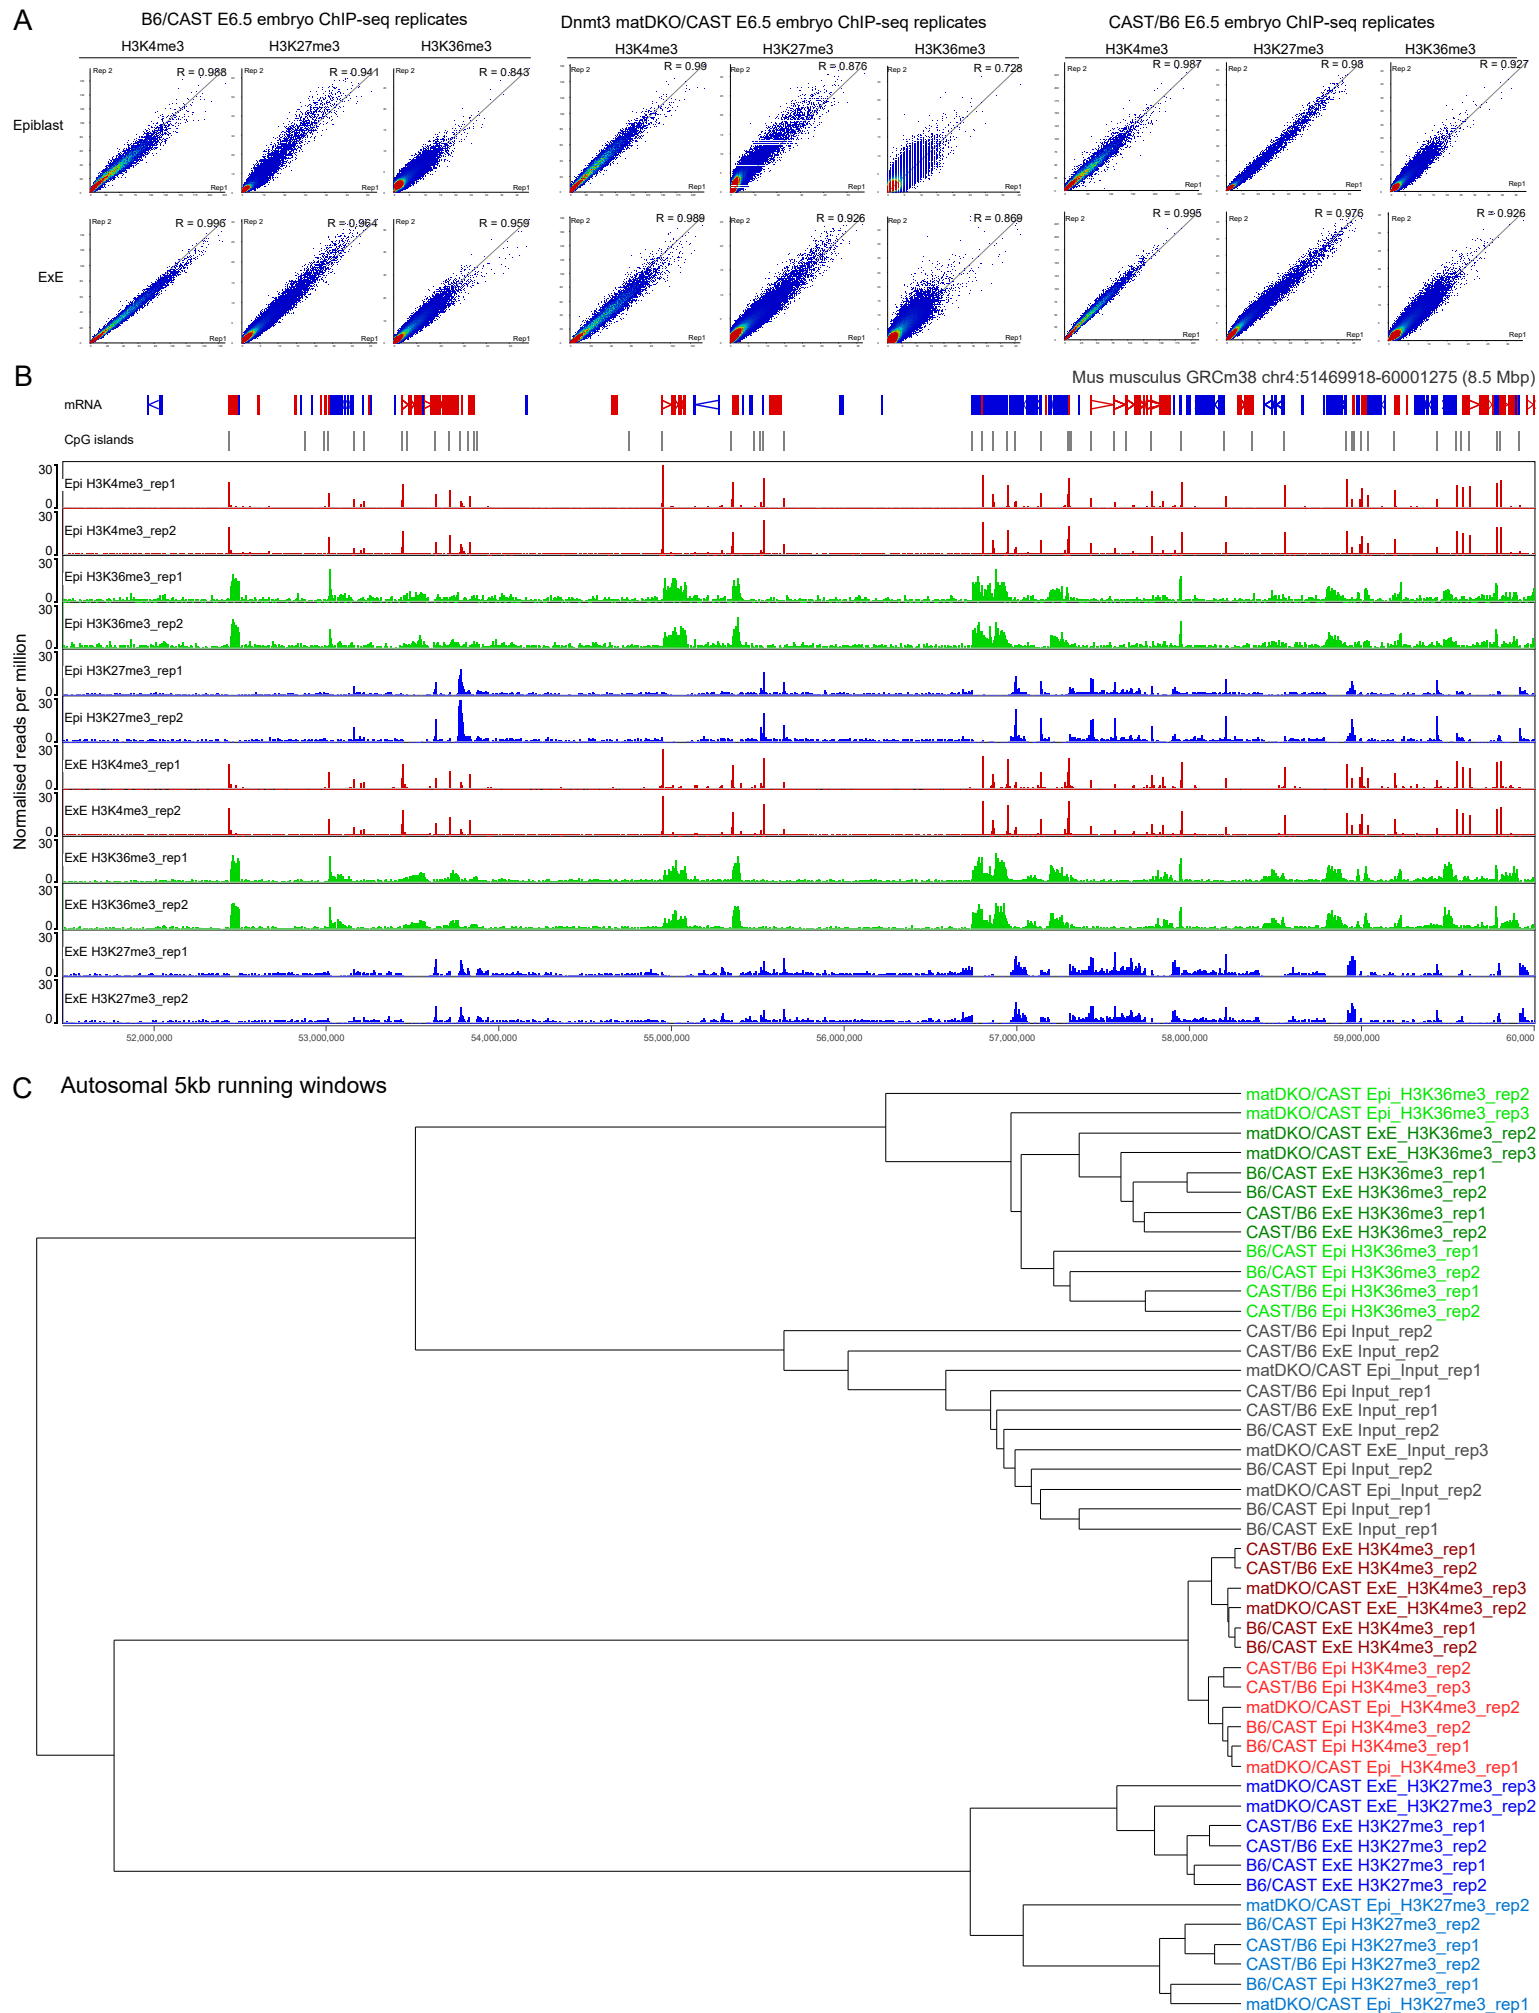

Supplementary Figure 2

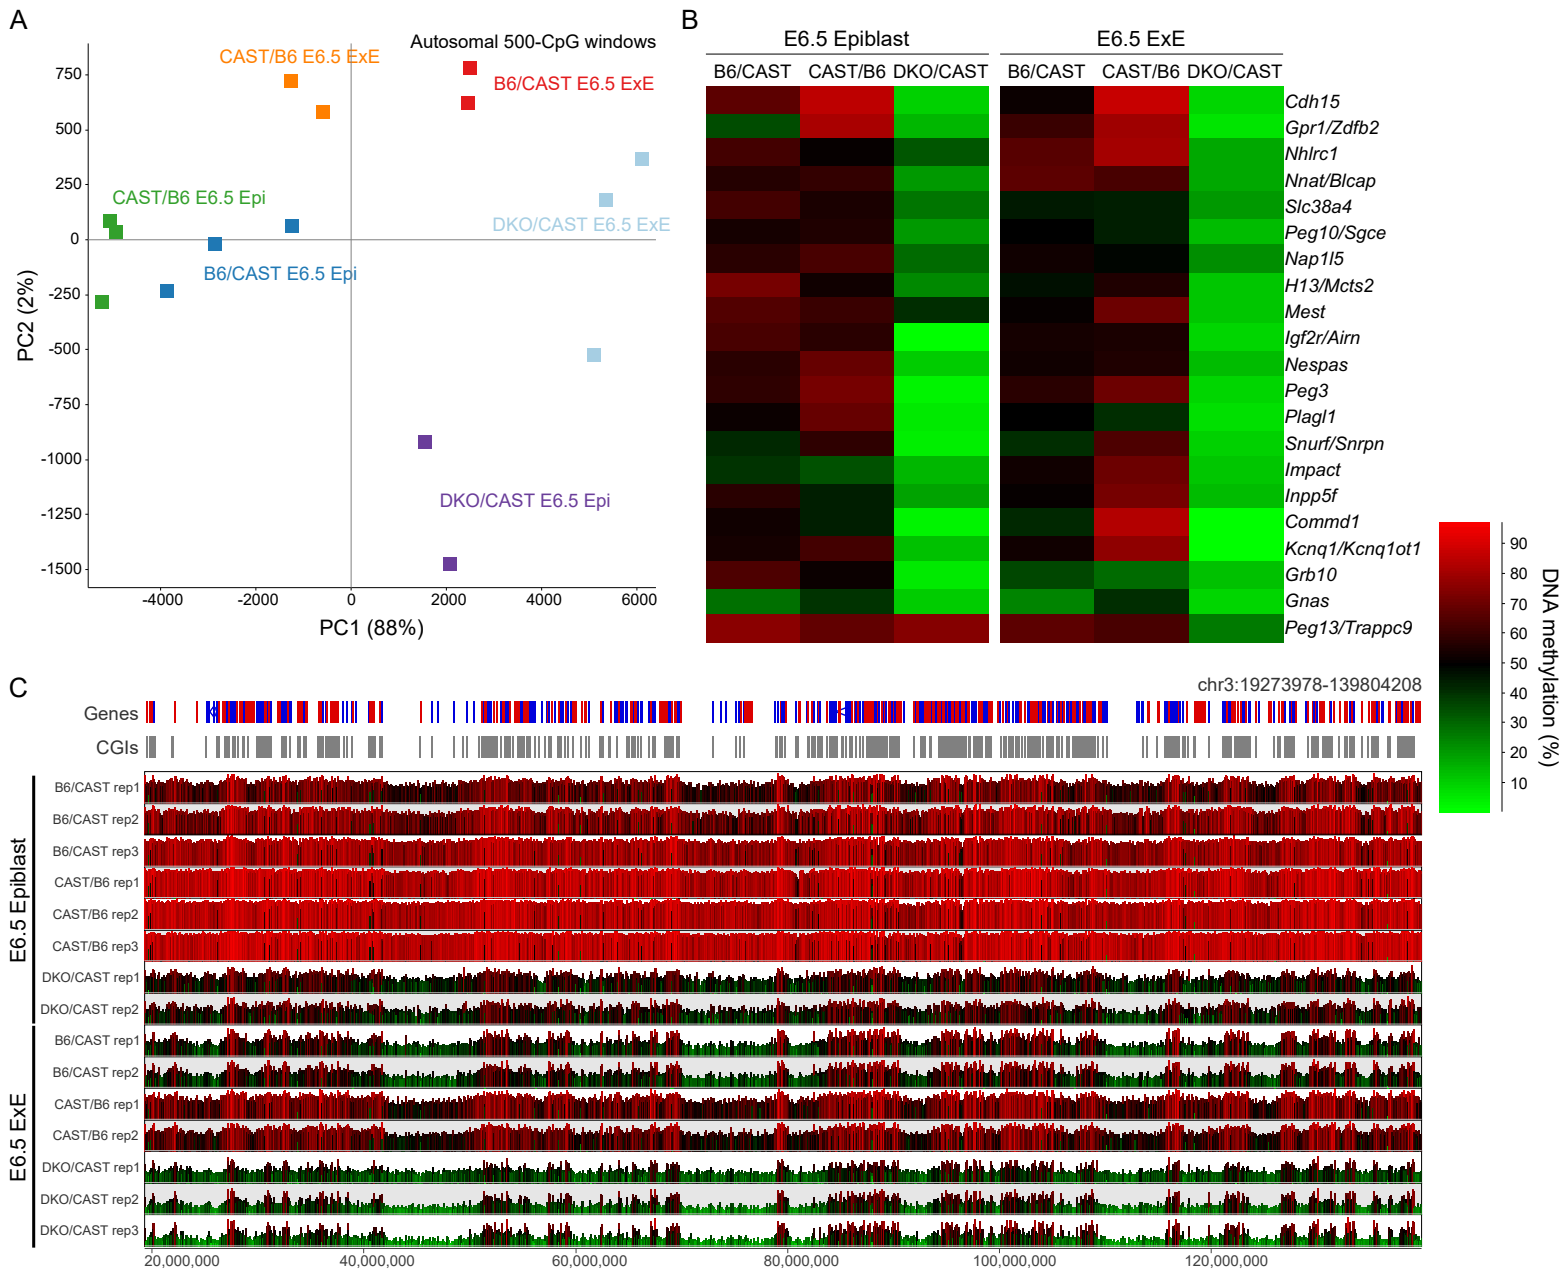

# Supplementary Figure 3

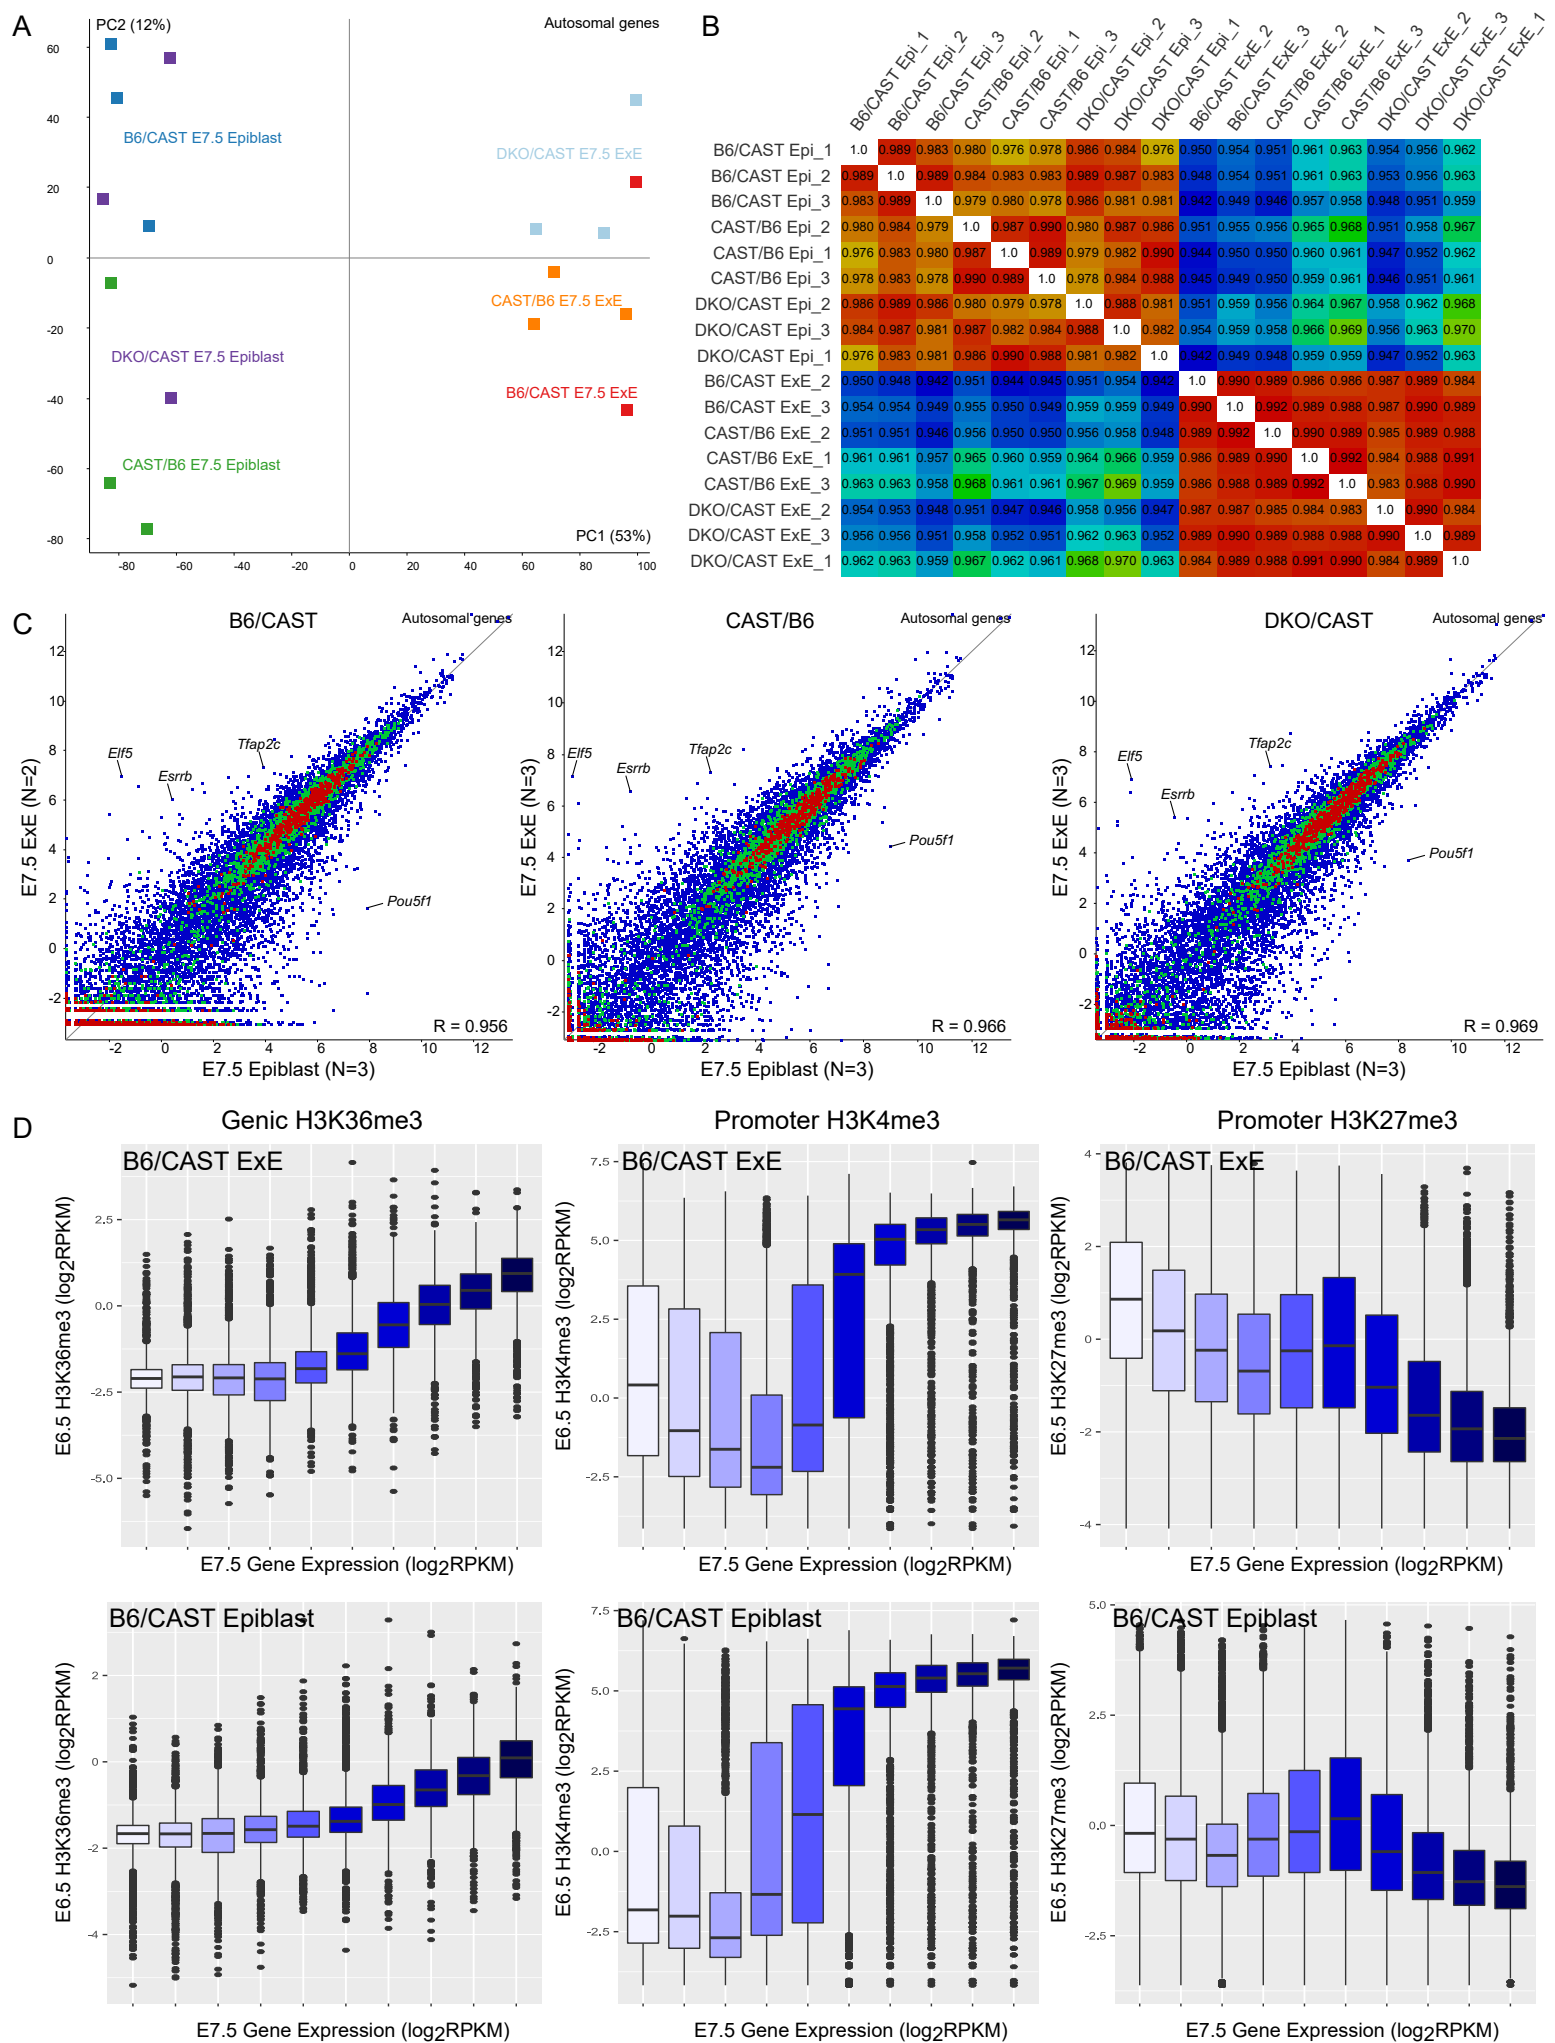

# Supplementary Figure 4

A

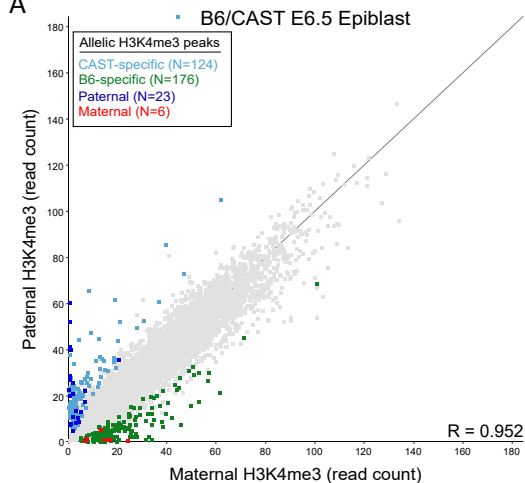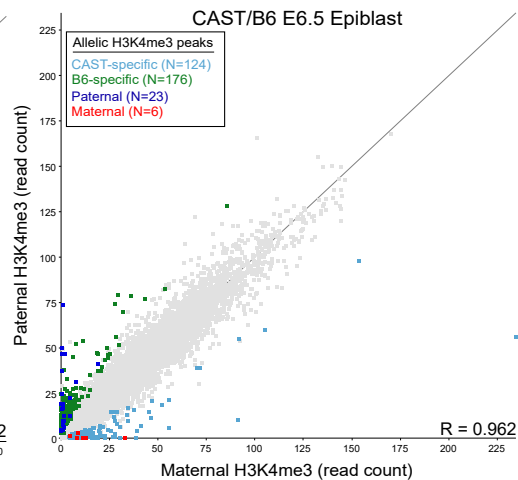

B

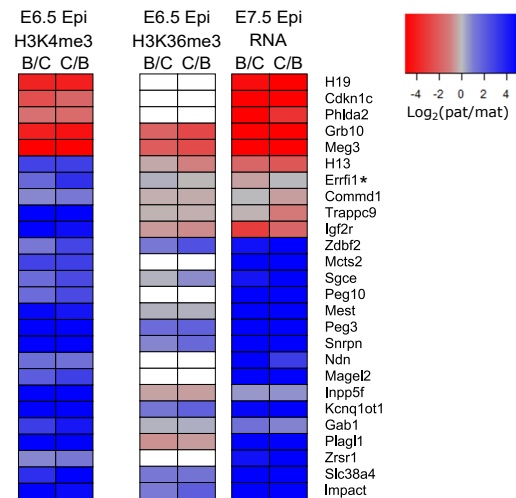

C

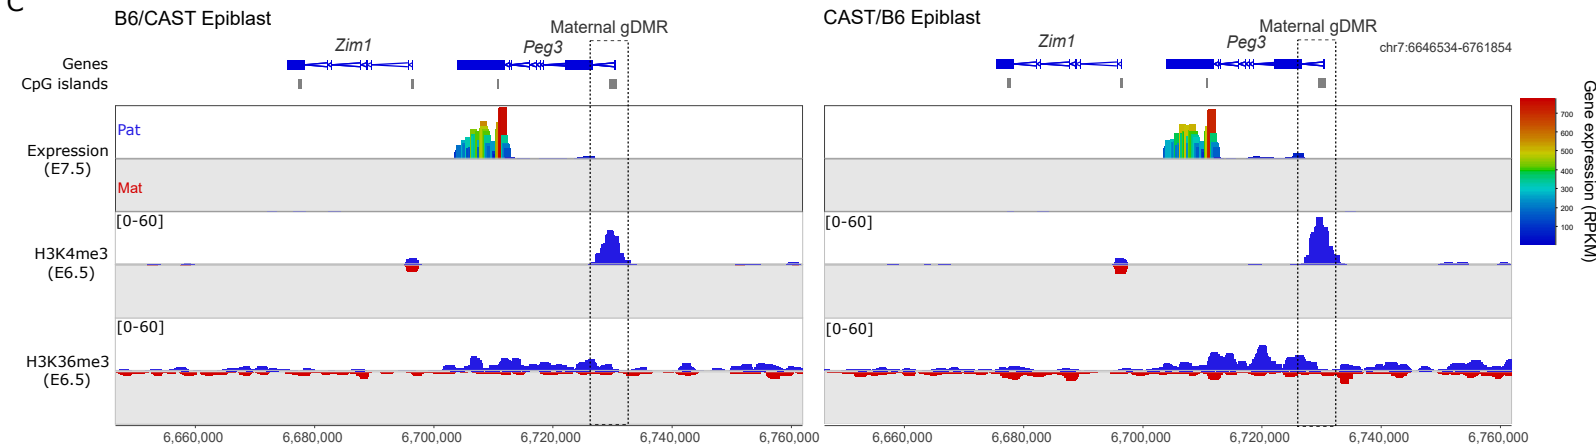

Supplementary Figure 5

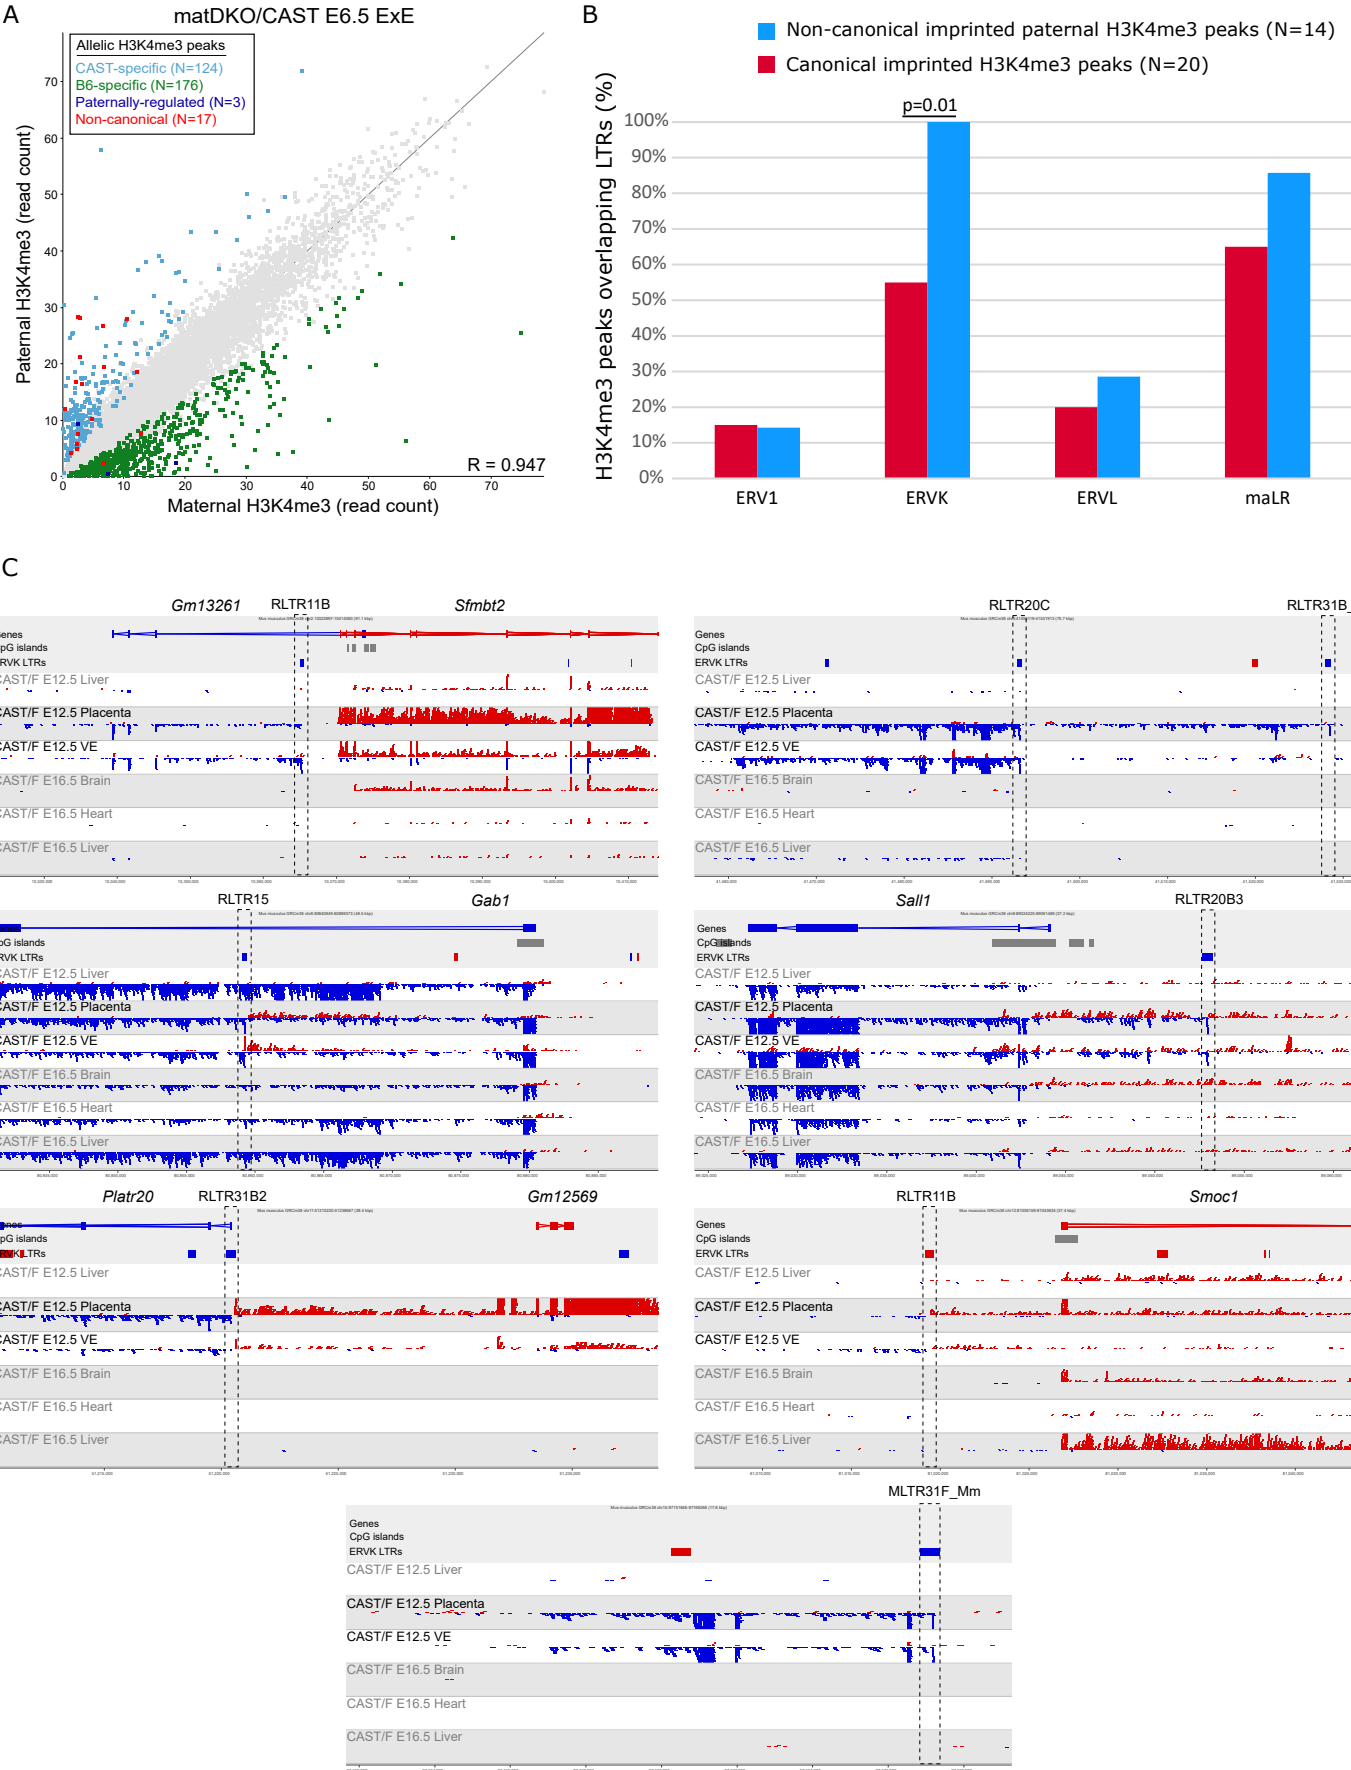

## Supplementary Figure 6

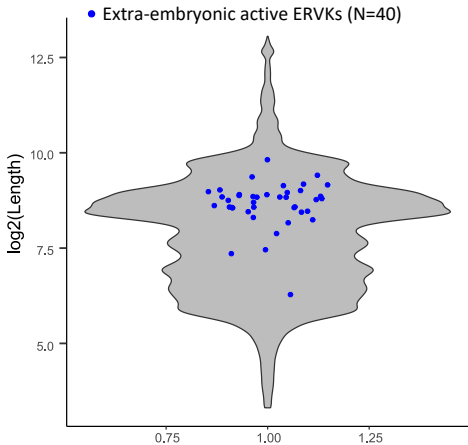

Supplementary Figure 7

chr8:80669260-80931363

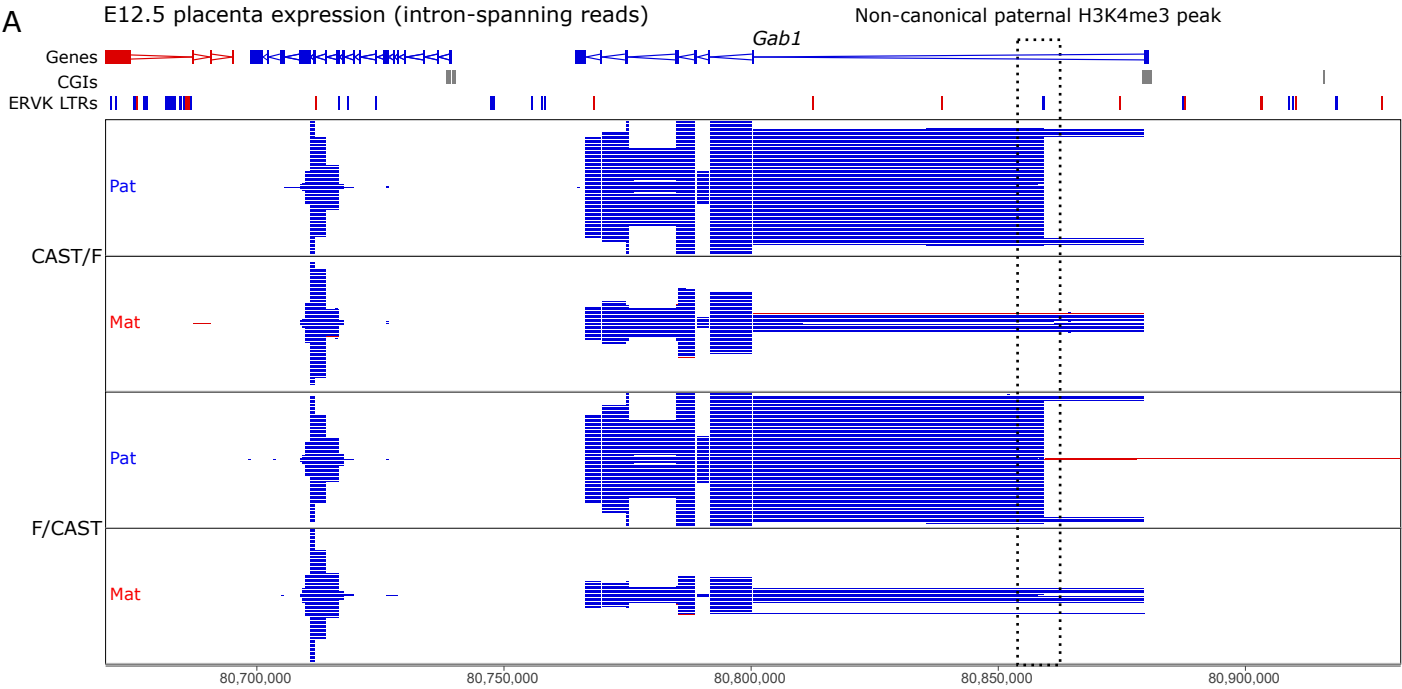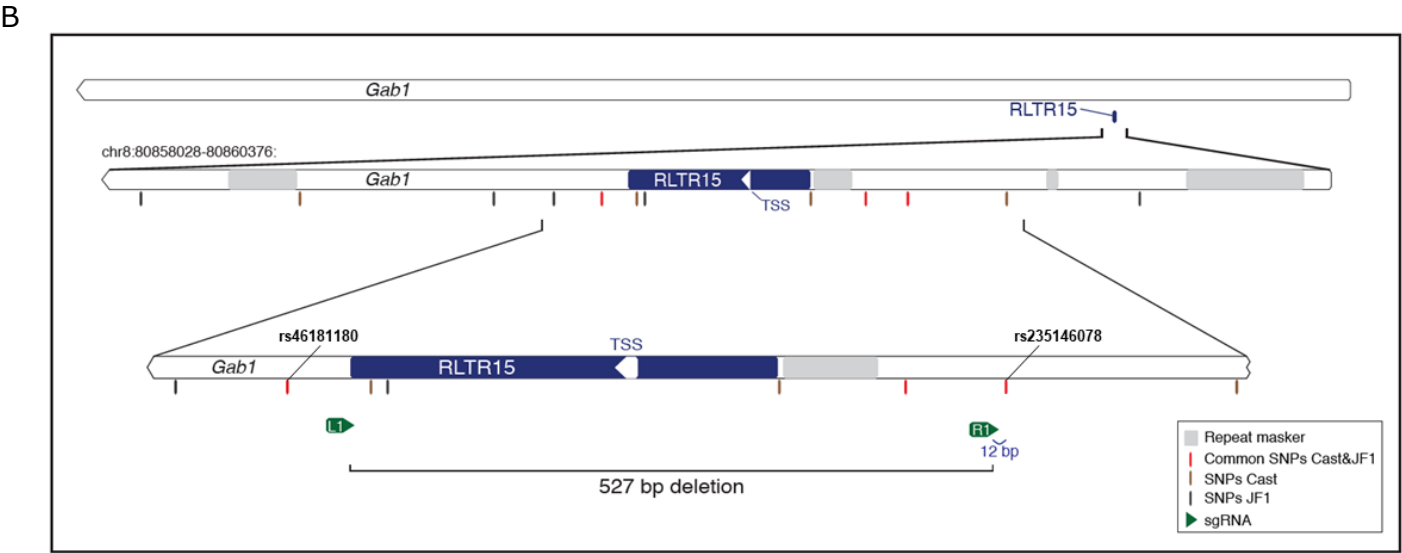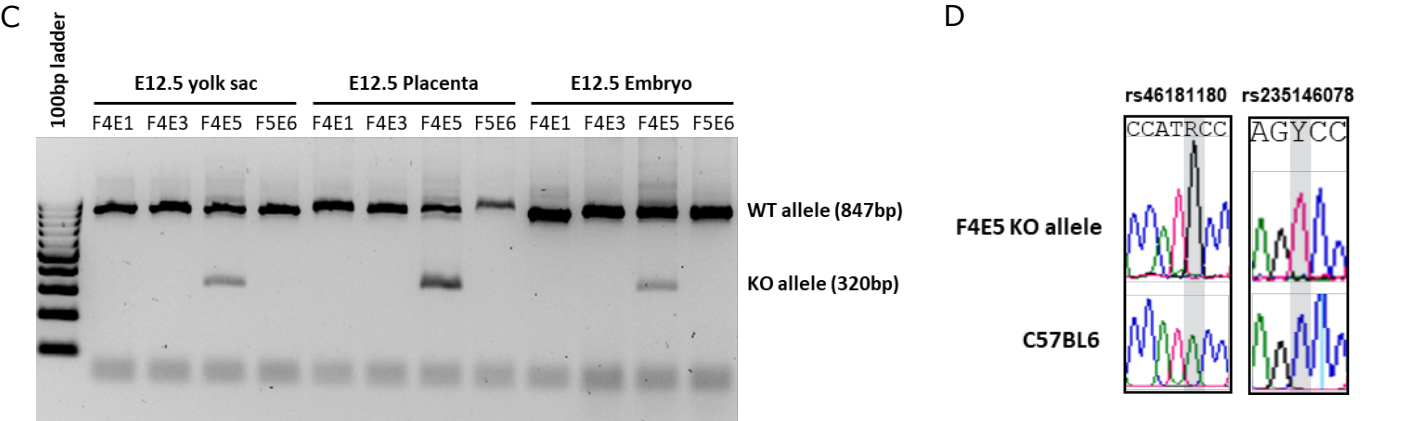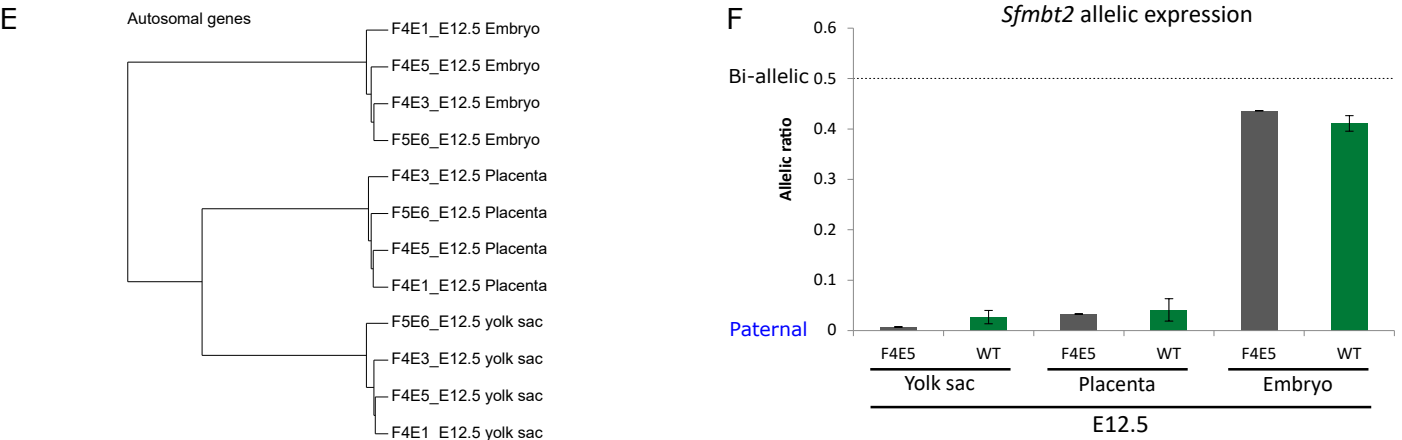

Supplementary Figure 8

chr15:96990157-97180011

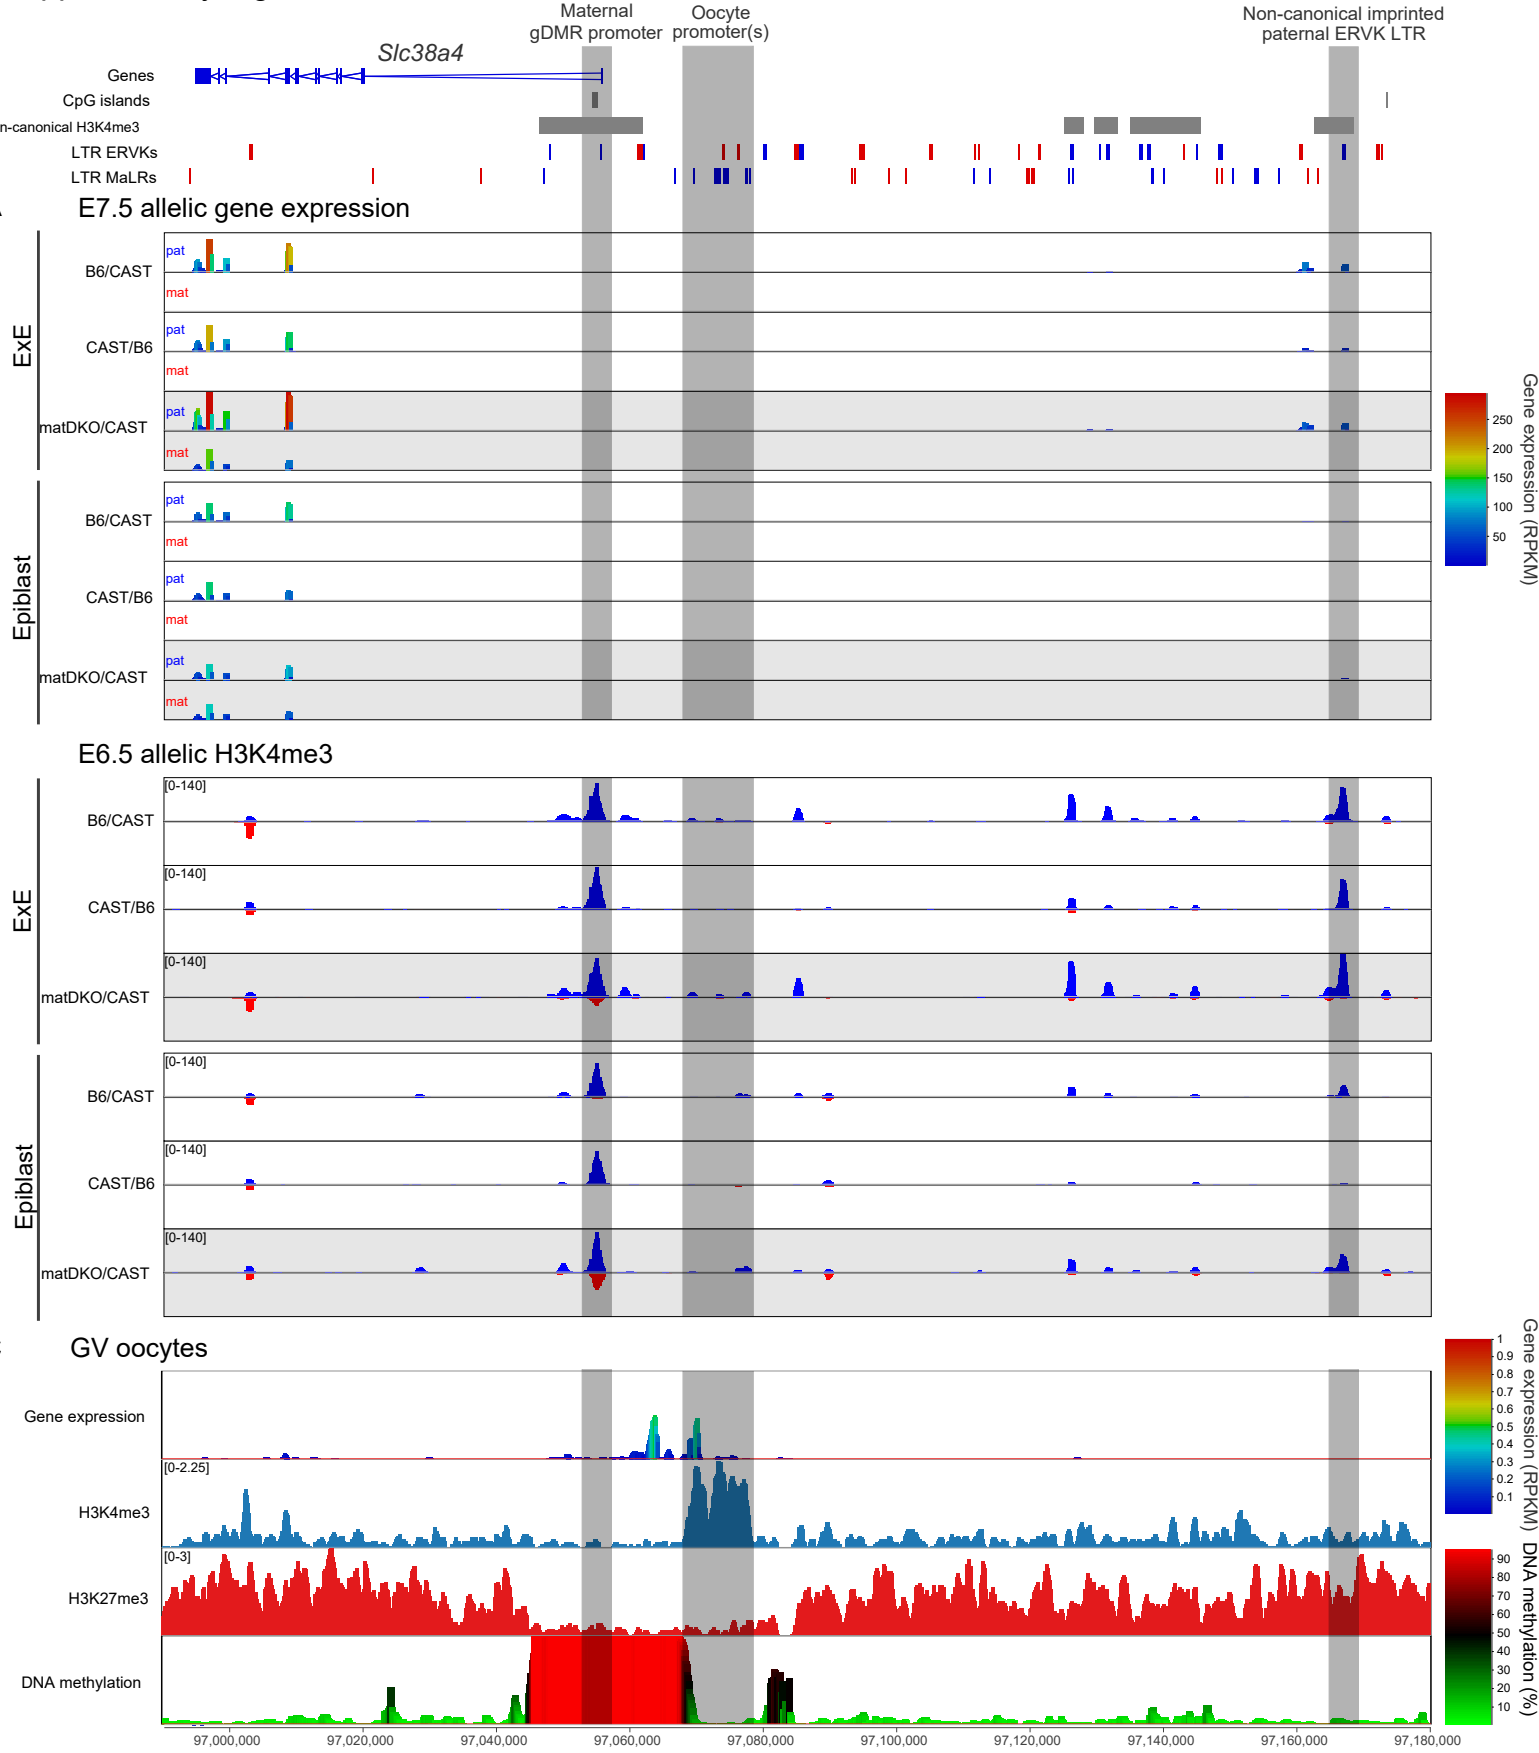

# Supplementary Figure 9

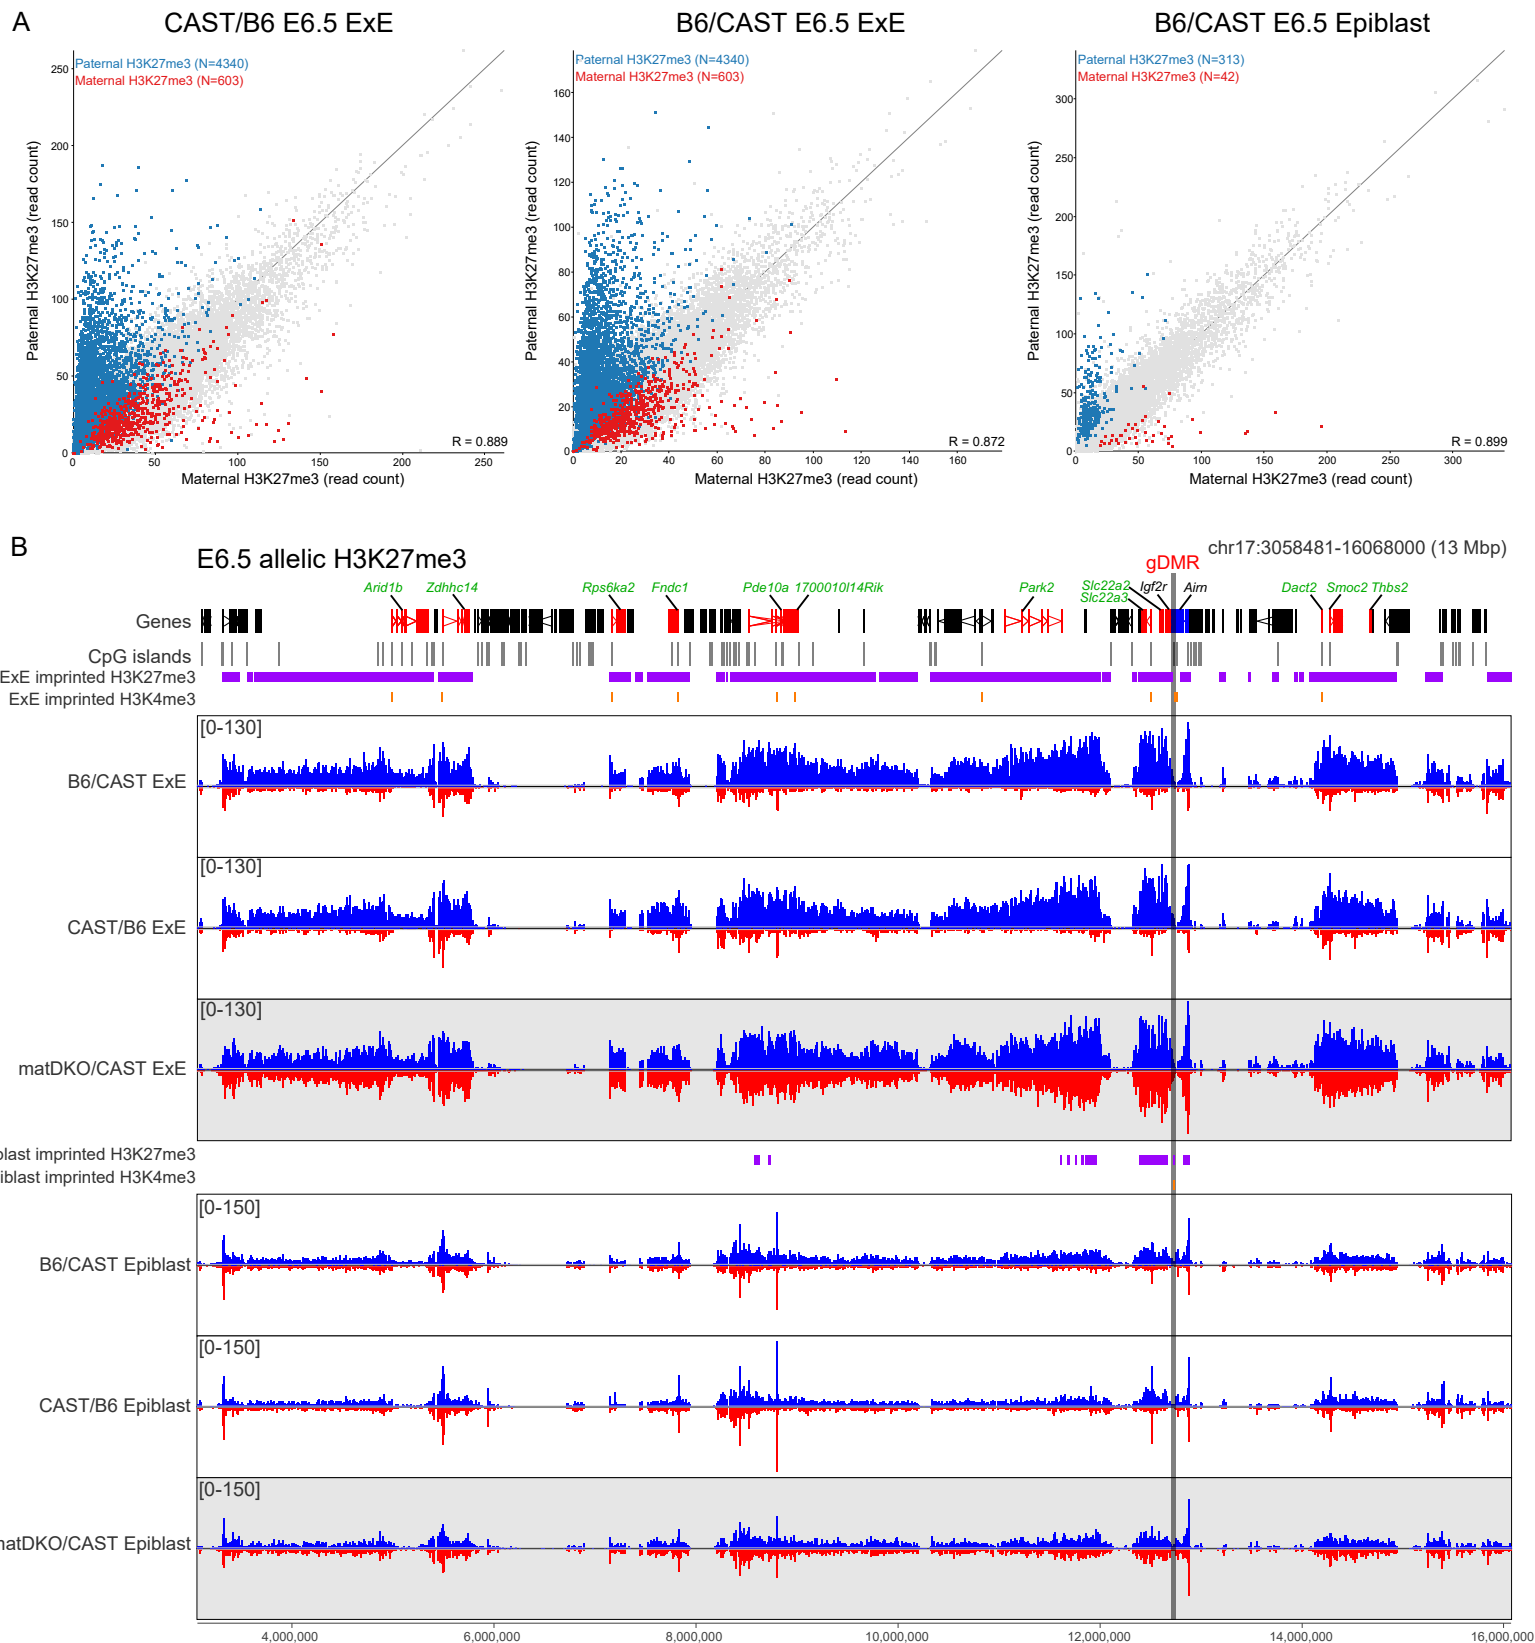

Supplementary Figure 10

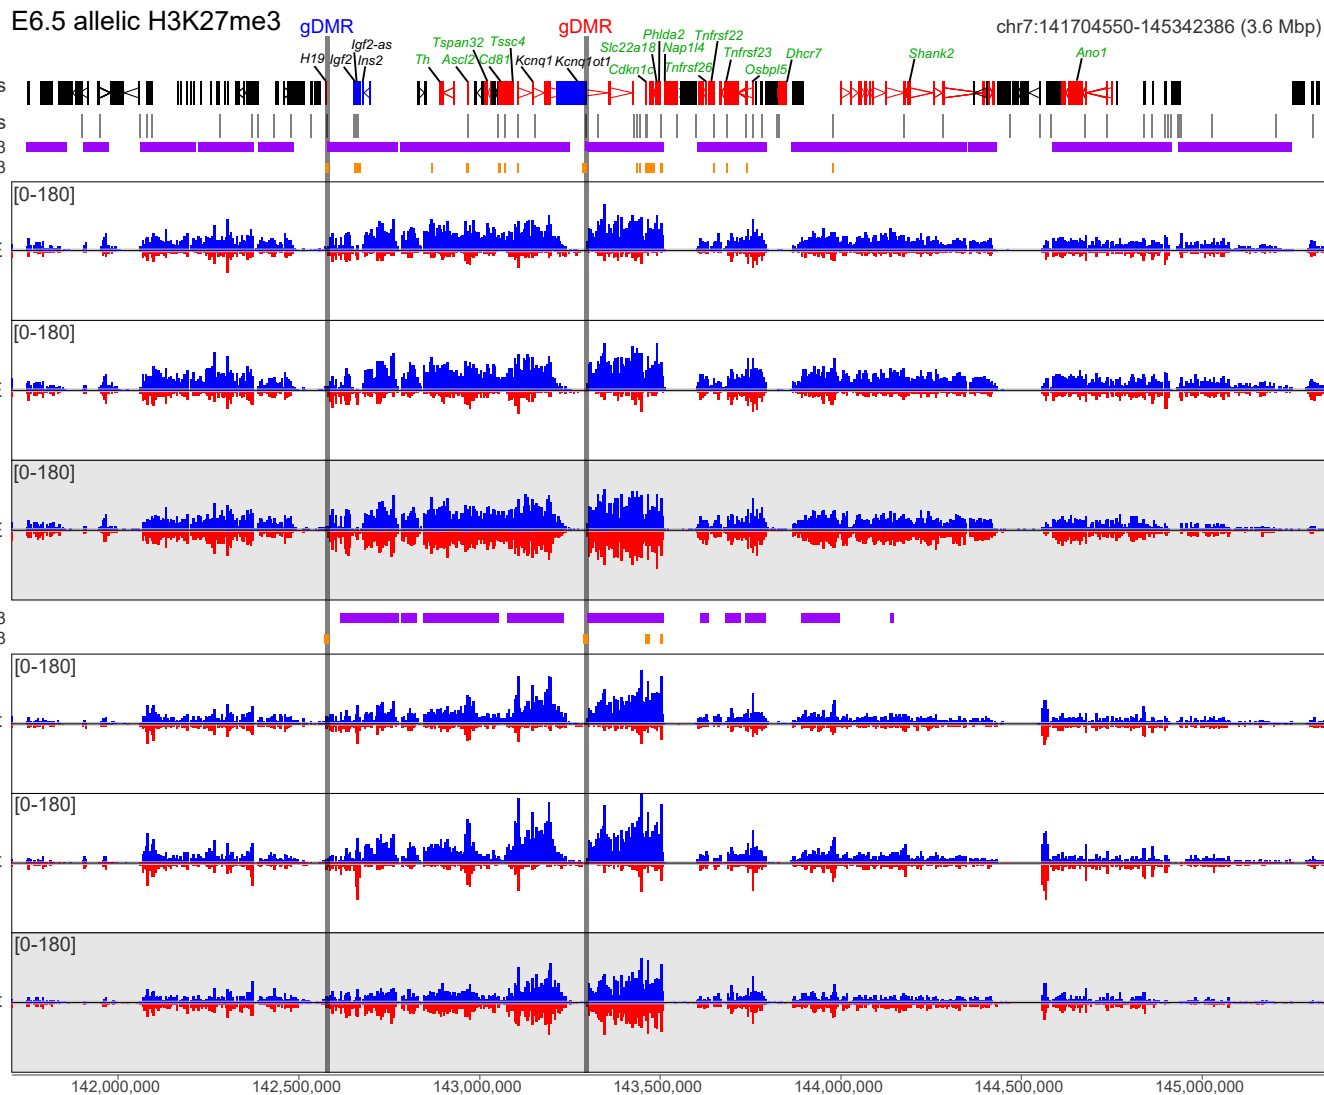

Supplementary Figure 11

## A E7.5 Epiblast

## DNA methylation

B6/CAST CAST/B6  
Pat Mat Pat Mat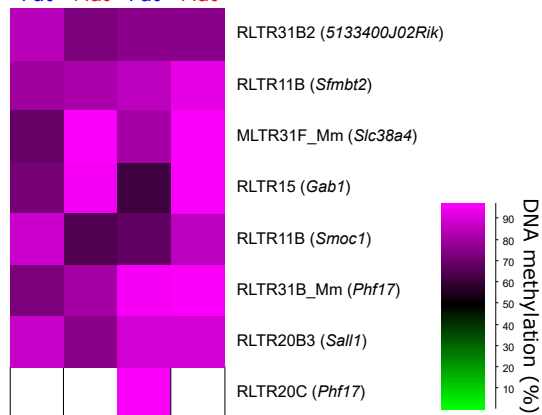

## B

Late 2-cell

E3.5 ICM

E6.5 Epiblast

E6.5 ExE

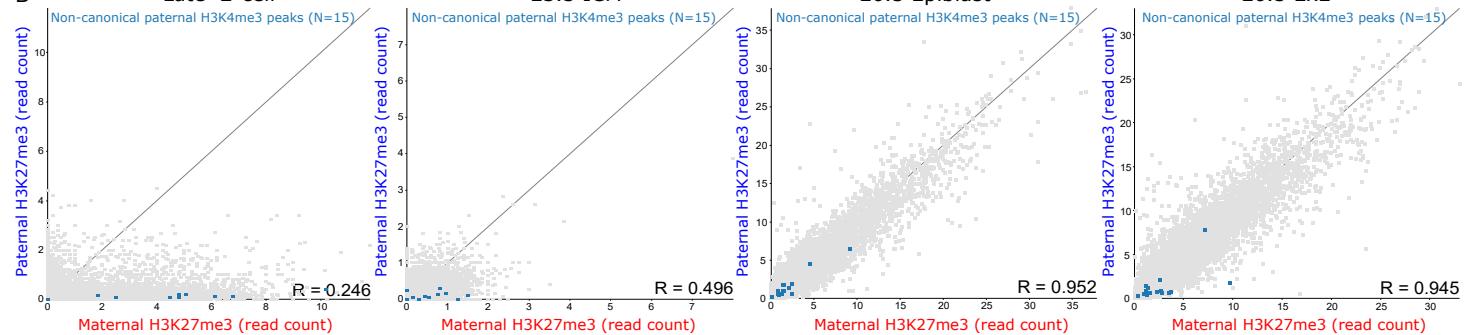

## C

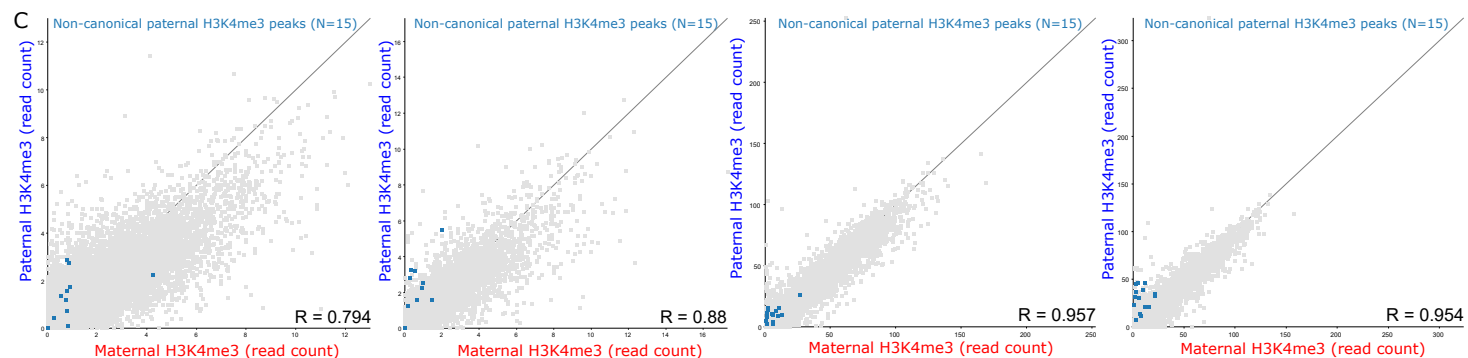

**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figure and table legends, Figures. S1-S11.

How the deposited data were processed for this re-analysis (not part of the article)

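The data are bisulphite sequencing (PBAT) libraries of hybrid mouse embryos. At E6.5 there were 15 libraries from pools of epiblasts or ExE of B6/CAST, CAST/B6 and matDKO/CAST embryos, and at E7.5 there were 8 libraries from single B6/CAST and CAST/B6 embryos. The authors trimmed the reads, aligned them with Bismark to GRCm38 with the strain SNPs masked, and sorted the E7.5 reads by parental genome with SNPsplit. The authors deposited 3 tables of percent methylation per window of 100 CpGs: E6.5 libraries, E7.5 libraries, and the maternal and paternal allele of each E7.5 library. The deposited values run from 0 to 100, are not scaled between libraries and come without coverage, so the depth behind each value is unknown and no binomial interval was computed. The deposited tables do not say how windows were placed, which minimum of informative CpGs was applied, or what the second import named in 5 column headings was.

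Conditions were taken from the sample labels and from Table S1. Replicates were treated as independent samples, also at E7.5, where epiblast and ExE libraries of equal number may come from the same embryo. Analyses used autosomal windows, except for the X chromosome, and windows with a value in every sample of the comparison. Means over windows, gDMRs or LTRs were compared between groups with two-sided exact permutation tests. Windows were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on percent methylation, with the cross as a covariate, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. For the parental alleles, limma was fitted to the maternal minus paternal difference within each library of 1 tissue, with the cross coded with opposite signs. The set of imprinted ERVK LTRs was tested with fry from limma, which estimates the correlation between members from the data. Principal components were computed from centred percentages. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table 1.17.8 in R, were used for the other steps. Genes were annotated with the GENCODE annotation of GRCm38, and CpGs were counted in the GRCm38 sequence.

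The limma tests were tested on simulated data, in which 200 windows were given a difference of 30 percentage points in values with no group difference. They recovered 78 windows for the E6.5 tissues with 2 false calls, 189 for the E7.5 tissues with 6, 124 for the parental alleles in ExE with 15, and 132 in the epiblast with 19. The simulated noise was normal and independent, with the spread that limma estimated for each window after moderation. These recoveries may therefore not hold for the measured values, where no parental difference under 65.5 points passed in ExE.

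The LTRs were the 8 transcribed ERVK LTRs of Table S5. Named as well were the gDMR peaks of Tables S2 and S3, Slc38a4, Sfmbt2 and Gab1, and the windows with the largest parental difference, up to 5 in each direction and tissue, among those past the threshold with the same direction in all 4 libraries. Windows within 50 kb of each other were counted once for this purpose. The alternatives tried were the scale (percent or logit), the eBayes settings, the cross term, a replicate block, a minimum difference of 20 points, every second window along a chromosome, a less strict rule for missing values, length weighting or the median over windows, all chromosomes, the window rules for gDMRs and LTRs, subtraction of the sample mean, B6/CAST alone as the wild type, means of 5 neighbouring windows, scaled windows, and leaving out each LTR and each replicate in turn. A minimum coverage was planned and was not run because the tables hold no coverage. ChIP-seq, RNA-seq and the public datasets of the paper were not analysed here.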

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

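The tests of technical explanations in this part were chosen after the results had been seen.

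One library lay far from the others of its group. The maternal minus paternal difference at RLTR31B_Mm upstream of Phf17 in E7.5 ExE was 20.0 percentage points in B6/CAST replicate 1, against 7.43 ± 0.938 (SD, n = 3) in the other libraries. In all, 56 groups of 4 to 10 samples were examined for such a sample and 1 group had one, where about 2.8 are given by chance. Without this library the difference fitted with the cross term, which weights the crosses equally, was 7.51 points. No technical or biological explanation was tested for a single library.

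The parental difference at the imprinted ERVK LTRs differed between the tissues at E7.5, by 20.3 points between ExE and epiblast (exact permutation test, p = 0.0286, two-sided, the smallest that 4 libraries against 4 allow), and by 17.6 points on the 6 LTRs measured in both tissues. A strain variant or a bias in assigning reads to strains would change sign between the reciprocal crosses. The difference in ExE was 19.4 points in B6/CAST and 19.5 in CAST/B6, which argues against it. Maternal cells in the dissected ExE would raise the apparent maternal share at every locus where such cells are methylated, but the non-imprinted ERVK LTRs of Table S6 had a difference of -0.508 points ± 4.01 (SD, n = 4) in ExE, positive in 2 of 4 libraries. The sequencing depth also differs between the tissues and the depth per window is unknown, so an effect of depth on the comparison of tissues was not tested. A difference between the tissues themselves stays open as well.

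The paternal X chromosome was less methylated than the maternal X chromosome in female E7.5 ExE, in data that the paper does not report on. The mean of the paternal minus maternal difference over the 2 female libraries was -11.7 points, from 56.9% maternal and 48.0% paternal in B6/CAST and 52.9% and 38.3% in CAST/B6. With 1 female library per cross, there are no replicates within a cross and no test was made. A strain variant or biased read assignment would change the sign between the crosses, but the smaller difference was -8.93 points, in B6/CAST, and that of CAST/B6 was -14.5. Maternal cells in the dissections would shift the autosomes too, which differed by 0.133 points on average in the same libraries. A parental difference of the X chromosome common to all tissues would appear at the same size in the epiblast, where the mean was -2.83 points (-2.11 in B6/CAST and -3.55 in CAST/B6). Male libraries had 29 to 156 paternal windows on the X chromosome and were not used. A difference between the parental X chromosomes that is larger in ExE than in the epiblast may be the explanation, as a hypothesis found on the same data, and an effect of the depth per allele was not tested.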

How the results depend on the processing

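The alternatives in this part were set before the data were examined, apart from those for the transcription starts, the LTRs at E6.5, the Phf17 window and the difference between the crosses, and the E6.5 fit to the samples of the replicate block without the block, which were added after the data had been seen. Among the main comparisons, 154 of 175 fits that each left out 1 replicate and 110 of 144 other alternatives kept their direction and their side of the threshold, or stayed within the spread between replicates. Among the single LTRs and windows named in the text, 95 of 100 and 34 of 40 did. Where a result changed, the cause was not tested unless it is stated. A coverage minimum was not run, because the tables hold no coverage. Each cross alone has 2 libraries, and no count of LTRs was made for it.

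With a difference of at least 20 points required, 96842 windows differed between the tissues at E6.5 and 139679 at E7.5, and with every second window, which leaves 125446 and 191783 to test, 75540 and 161506. The replicate block, which treats equal replicate numbers within a cross as pairs, gave 53533 windows at E6.5. The same samples without the block gave 57562, so the smaller number of samples accounts for most of the change. Whether equal numbers mark pairs is not known. Deviations from the group means correlated by 0.00834 between the CAST/B6 tissues at E6.5. They correlated by 0.0486 to 0.0503 at E7.5, where equal numbers also had the same sex. Between matDKO/CAST and B6/CAST, which cannot share embryos, the values were 0.00117 and 0.00259. Pairs at E7.5 are therefore not excluded, and the tests between the tissues treat the libraries as independent. For matDKO/CAST the block pairs the replicate numbers shared with B6/CAST, and so leaves out CAST/B6. It moved the difference in mean methylation to -14.6 points in the epiblast and -11.7 in ExE, and B6/CAST alone as the wild type moved that of ExE to -12.4. Leaving out 1 replicate gave 122305 to 155194 windows at E6.5 and 303752 to 317910 at E7.5. Of the ways to split the samples, 1 of 100 drawn from 210 at E6.5 and 1 of 35 at E7.5, the real one each time, gave as many windows.

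In ExE the 23 windows with a parent-of-origin difference became 48 on the logit scale, 53 with the trend and robust settings, 13 with every second window, and 0 when both alleles were required in at least 1 library of each cross (21894 at an unadjusted p under 0.05). In the epiblast the 20 windows became 12 on the logit scale, 12 with every second window and 0 under the same rule for missing values (14803 at an unadjusted p under 0.05). Fits without 1 library leave 1 library in a cross, so they cannot tell whether the counts in either tissue depend on a single library. Of the 8 ways to exchange the alleles within libraries, 1 gave as many windows in ExE and 1 of 8 in the epiblast, the real one, and 8 are too few for a share under 0.05.

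The parental difference at the imprinted ERVK LTRs in ExE was positive in every alternative. With windows up to 5 kb from the LTR it was 7.76 points and no longer past the threshold of fry, the difference between the tissues was 9.60 (exact permutation test, p = 0.0571) and 0 LTRs passed, with 2 at an unadjusted p under 0.05. With the 6 LTRs measured in both tissues it was 16.7, also no longer past the threshold. It ran from 18.2 to 20.6 across the 4 fits that each left out 1 library, and did not pass the threshold in 3 of them, namely without B6/CAST replicate 1 (18.4), B6/CAST replicate 2 (20.5) and CAST/B6 replicate 2 (18.2). Without each LTR in turn it ran from 15.9 to 21.5 points, past the threshold each time. In the epiblast the value near 0 changed sign on the logit scale (0.0830, log2), without the LTR at Sfmbt2 (0.178) and in B6/CAST alone (2.04). It ran from -3.86 to 0.627 across the fits that left out 1 library, with 0.303 without B6/CAST replicate 2 and 0.627 without CAST/B6 replicate 2, and passed the threshold in none of them. For single LTRs in ExE the values without 1 library are those fitted with the cross term, which weights the crosses equally and so differs from the mean of the 3 libraries. The fitted difference at RLTR20C ran from -6.01 to 19.7 across these fits, reversed without B6/CAST replicate 1 (-6.01, mean of the 3 libraries -0.744) and CAST/B6 replicate 2 (-2.82, mean -0.589), and that at Sall1 from -0.0428, without CAST/B6 replicate 2 (mean 4.17), to 9.60. The difference at Sfmbt2 lost its side of the threshold without B6/CAST replicate 1 (20.3) and without CAST/B6 replicate 1 (19.6). With these, 7 values for single LTRs lost their side of the threshold, 5 of them under the 5 kb rule or without the cross term, which are alternatives other than leaving out a library, and the LTR at Sall1 gained it.

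Subtracting the sample mean over autosomal windows moved the maternal gDMR differences to -21.7 in the epiblast and -19.5 in ExE, and those of Slc38a4 to -1.16 and -4.86. Every window that overlaps the peak gave -32.4 for the maternal gDMRs in ExE. The Slc38a4 difference in the epiblast ran from -46.0 to 1.86 across the fits that left out 1 sample, with -46.0 without replicate 1 of matDKO/CAST and 1.86, reversed, without replicate 3. The imprinted ERVK LTRs at E6.5 differed by -25.3 points in the epiblast and -14.3 in ExE, and after subtraction of the sample mean by -4.44 and, reversed, 4.07. Windows with a transcription start and shorter than 2 kb differed from windows of every length without a start by -68.0 points in the epiblast and -52.5 in ExE.

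The share of variance on the first principal component was 90.7% with means of 5 neighbouring windows, 63.4% with windows scaled to unit variance, and 69.4% to 74.5% across the 15 fits that left out 1 sample. Unknown depth limits what can be said of single windows and LTRs, since no weight or interval for a value can be given.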

Differences from the paper's values

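The paper's values in this part were read by eye from figures, with the colour scale of each heatmap, to no more than 2 digits. A value was counted as different when it was further from the value computed here than the SD between replicates (for the principal components, the SD from leaving out samples) and by a factor of more than 1.5. This held for 1 of 2 values from Figure S2A, 1 of 6 from Figure S2B and 10 of 32 from Fig. 6a. Values above about 67% cannot be exceeded by this factor, so the rule says little about highly methylated alleles, and none of the values of Figure S11A met it. By the SD alone, 2 of 2, 4 of 6, 22 of 32 and, in Figure S11A, 14 of the 27 values with an SD were further away. These include the first principal component, with about 88% in Figure S2A against 71.5% here and 90.7% with means of 5 neighbouring windows. They also include the maternal allele of RLTR20B3 near Sall1 in B6/CAST ExE, with about 47% in Fig. 6a against 69.8%, and that of RLTR11B at Sfmbt2 in CAST/B6 epiblast, with about 92% in Figure S11A against 65.9%.

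The second principal component at E6.5 holds about 2% of the variance in Figure S2A, read by eye, and 4.74% here. Of the alternatives set before the data were examined, means of 5 neighbouring windows gave 1.99%, which does not differ, and the others, namely scaled windows, all chromosomes and leaving out each sample, did.

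The Slc38a4 gDMR in matDKO/CAST ExE has about 20% methylation in Figure S2B, read by eye, and the windows of its peak have 34.1% here. With the shortest window that overlaps the peak the value was 17.2%, which does not differ. Every window of the peak, the longer peak and leaving out each sample did not close the gap.

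In Fig. 6a, read by eye, the paternal allele in ExE is less methylated at several LTRs than in the deposited windows. At RLTR31B2 in B6/CAST it has about 24% in Fig. 6a against 55.0% here, and at MLTR31F_Mm in B6/CAST about 13% in Fig. 6a against 41.2%. At RLTR11B near Smoc1 it has about 35% in B6/CAST and about 6% in CAST/B6 in Fig. 6a, against 56.4% and 28.4%. RLTR31B_Mm in B6/CAST has about 29% in Fig. 6a against 51.2%. RLTR20B3 near Sall1 has about 21% in B6/CAST and about 37% in CAST/B6 in Fig. 6a, against 57.2% and 66.8%. RLTR20C has about 19% in B6/CAST and about 13% in CAST/B6 in Fig. 6a, against 56.9% and 64.6%. For these values, none of the alternatives set before the data were examined closed the gap, which were the single window with the largest overlap, windows up to 5 kb away and leaving out each replicate. All of them read the deposited windows, which at the LTRs are longer than the LTR with 500 bp on either side that Fig. 6a covers. They therefore cannot tell whether the longer windows cause the gap. At RLTR15 in CAST/B6 the paternal allele has about 23% in Fig. 6a against 36.4%, and without CAST/B6 replicate 2 it was 28.6%, which does not differ, while the other alternatives did.

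The paper states that the non-canonically imprinted LTRs become DMRs in ExE. The windows used here are longer than the regions of Fig. 6a. In them, 4 of the 8 LTRs passed the threshold of limma when adjusted over the list alone. RLTR20C was more methylated on the maternal allele in 2 of 4 libraries. With the single window of largest overlap, the LTR near Sall1 passed as well, with 15.6 points (adjusted p = 0.0143 from limma), which makes 5 of 8. No setting gave a pass for RLTR20C, RLTR31B_Mm or RLTR31B2. The paper states that maternal methylation of the Slc38a4 gDMR is lost in matDKO/CAST epiblast. In the windows of the peak, which need not be those of the gDMR alone, 1 of 2 samples had 67.1% and the other 19.3%. The sample with 67.1% is replicate 1, in which 62.1% of the assigned reads carried B6 alleles by the paper's Table S1. Whether this share bears on its value was not tested, so the value is less certain. With the shortest window that overlaps the peak, the mean of the 2 samples was 30.9% ± 36.2 (SD, n = 2).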

Other observations

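The tests in this part were chosen after the results had been seen, apart from the exchange of cells between the dissections. The Phf17 window, the LTRs of Table S6, the difference between the crosses and the LTRs at E6.5 were also chosen after their values had been seen.

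Methylation at E6.5 was higher in CAST/B6 than in B6/CAST in both tissues. Over 167307 windows the means were 79.1% ± 0.416 (SD, n = 3) and 70.7% ± 4.49 (SD, n = 3) in the epiblast, and 64.97% ± 1.70 (SD, n = 2) and 53.5% ± 0.0487 (SD, n = 2) in ExE. The mean difference of 9.91 points had the smallest p that permutation within tissues allows (exact permutation test, two-sided, p = 0.0167), and ran from 8.73 to 11.0 across the fits that left out 1 sample. At E7.5 the differences were 1.75 points in the epiblast and -0.00248 in ExE. Incomplete conversion in CAST/B6 would raise windows that are otherwise unmethylated. There the difference was 0.149 points in the epiblast, in the predicted direction, and -0.190 in ExE, with a mean of -0.0208. Over all windows it was 8.37 and 11.5 points. An exchange of cells between the dissections predicts no difference where the tissues are alike, but windows with E7.5 tissues within 5 points of each other differed by 4.74 points over 8608 windows (4.27 in the epiblast and 5.21 in ExE), so that such an exchange is not the whole cause. More reads in one cross do not account for both tissues, because the ratio of mapped reads in the paper's Table S1 was 1.06 in the epiblast and 0.429 in ExE while the difference had the same sign. Without the re-imported column the epiblast difference was 10.5 points, so this column did not produce it. In ExE all B6/CAST columns were imported again, and the effect of the import cannot be told apart from the cross. The re-imported matDKO/CAST ExE samples were 1.84 points above the other one. A difference in stage between the litters may also contribute, as may the cross itself, and neither was tested.

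Mean methylation of matDKO/CAST was below that of wild type at E6.5. The mix of crosses in the wild-type group is not the whole of it, since the differences against B6/CAST alone were -16.7 points in the epiblast and -12.4 in ExE. If 1 factor had lowered all windows alike, matDKO/CAST would have the same share of B6/CAST methylation at every level. In the epiblast this share was 74.6% ± 2.89 (SD, n = 2) in windows with 30 to 50% methylation at E7.5, 73.95% ± 2.80 in those with 50 to 70%, 75.8% ± 1.57 in the 129138 windows with 70 to 90%, and 84.3% ± 1.41 in the 9255 windows over 90%. In ExE the shares at the same levels were 72.4% ± 8.40 (SD, n = 3), 72.6% ± 3.29, 82.5% ± 2.82 and, in 40 windows, 89.2% ± 2.52. The gap between the windows over 90% and those with 50 to 70% was 10.3 points ± 1.39 (SD, n = 2) in the epiblast and 16.6 ± 4.08 (SD, n = 3) in ExE, which argues against 1 factor for all windows. In the epiblast this rests on the windows over 90%, since the gap between 70 to 90% and 30 to 50% was 1.15 points ± 1.33 (SD, n = 2). In ExE that gap was 10.1 points ± 10.8 (SD, n = 3), and the gap between 70 to 90% and 50 to 70% was 9.92 ± 4.96 (SD, n = 3), against 1.83 ± 1.24 (SD, n = 2) in the epiblast. The loss of the maternal enzymes and a delay of the embryos stay open and were not tested.

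Maternal gDMR methylation was higher in replicate 1 of matDKO/CAST (25.0% in the epiblast and 23.0% in ExE) than in the other samples (14.2% in the epiblast, and 20.6% and 20.9% in ExE). Replicate 1 also had the highest share of assigned reads with B6 alleles in the paper's Table S1, in both tissues. It was 62.1% in the epiblast, against 54.4%, and 62.2% in ExE, against 56.4% and 54.4%. At a similar share, replicate 1 stood further above the other sample in the epiblast than above those in ExE. Maternal cells in the pools of replicate 1 could raise both the gDMR methylation and this share. With 5 samples in 2 tissues, this cannot be told apart from a difference between the embryos or from the additional alignment step for matDKO/CAST reads.

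The 8 imprinted ERVK LTRs and the 24 LTRs of Table S6 with both alleles measured in all E7.5 ExE libraries differed in their parental difference by 20.0 points (two-sided exact permutation test over LTRs, p = 2.34e-05). LTRs are not independent replicates, and the imprinted ones were chosen by the paper from the same tissue. In the epiblast the difference at 18 LTRs of Table S6 was -0.349 points ± 3.40 (SD, n = 4). At E6.5, 6 of the imprinted LTRs could be measured in the epiblast and had 50.5% ± 2.55 (SD, n = 2) in matDKO/CAST epiblast and 75.8% ± 7.98 (SD, n = 6) in wild type. In ExE the 8 LTRs had 42.6% ± 1.59 (SD, n = 3) and 56.9% ± 9.86 (SD, n = 4). Exact permutation tests gave the smallest p that these numbers allow. After subtraction of the sample mean the difference in ExE was 4.07 points, in the opposite direction.

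A window in the non-canonically imprinted H3K4me3 peak at the Phf17 promoter, on chromosome 3 from 41555363 to 41556626, had 78.1% ± 6.70 (SD, n = 4) on the maternal allele and 11.3% ± 9.73 (SD, n = 4) on the paternal allele in E7.5 ExE. The difference of 66.9 points ± 13.0 (SD, n = 4) was positive in 4 of 4 libraries. In the epiblast it was -17.1 ± 18.8 (SD, n = 4), positive in 1 of 4, and the tissues differed by 84.02 points (two-sided exact permutation test, p = 0.0286, the smallest possible). That difference ran from 75.6 to 90.8 across the fits that left out 1 library. In CAST/B6 alone the ExE difference was 74.6 points, so that a strain variant, which would change sign between the crosses, is argued against. The window was 1 of 50 in 14 peaks of Table S5, and was named after its value had been seen. Its adjusted p from limma was 0.000173 over these windows and 0.110 over all windows, so that the most extreme of many by chance is not excluded. In all, 16 of the 50 windows, in 9 peaks and some of them windows of the LTRs, had an adjusted p under 0.05. Of these, 13 were more methylated on the maternal allele. Some of the 16 lie in the Slc38a4 promoter peak, which overlaps a maternal gDMR, among them the window from 97054490 with 88.9 points. A parental difference at the Phf17 promoter in ExE stays open as well.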
